# Tenogenic Induction From Induced Pluripotent Stem Cells Unveils the Trajectory Towards Tenocyte Differentiation

**DOI:** 10.3389/fcell.2022.780038

**Published:** 2022-03-09

**Authors:** Yuki Yoshimoto, Akiyoshi Uezumi, Madoka Ikemoto-Uezumi, Kaori Tanaka, Xinyi Yu, Tamaki Kurosawa, Shinsei Yambe, Kazumitsu Maehara, Yasuyuki Ohkawa, Yusuke Sotomaru, Chisa Shukunami

**Keywords:** tendon, iPSCs, tenogenic differentiation, single cell analysis, Scx, retinoic acid, ligament

## Abstract

The musculoskeletal system is integrated by tendons that are characterized by the expression of scleraxis (Scx), a functionally important transcription factor. Here, we newly developed a tenocyte induction method using induced pluripotent stem cells established from *ScxGFP* transgenic mice by monitoring fluorescence, which reflects a dynamic differentiation process. Among several developmentally relevant factors, transforming growth factor-beta 2 (TGF-β2) was the most potent inducer for differentiation of tenomodulin-expressing mature tenocytes. Single-cell RNA sequencing (scRNA-seq) revealed 11 distinct clusters, including mature tenocyte population and tenogenic differentiation trajectory, which recapitulated the *in vivo* developmental process. Analysis of the scRNA-seq dataset highlighted the importance of retinoic acid (RA) as a regulatory pathway of tenogenic differentiation. RA signaling was shown to have inhibitory effects on entheseal chondrogenic differentiation as well as TGF-β2-dependent tenogenic/fibrochondrogenic differentiation. The collective findings provide a new opportunity for tendon research and further insight into the mechanistic understanding of the differentiation pathway to a tenogenic fate.

## Introduction

Tendons and ligaments are dense regular fibrous connective tissue that connect muscle to bone and bone to bone, respectively. They transmit the mechanical force generated by the muscle to the bone or stabilize the joint, and therefore act as important components in the musculoskeletal system. Tendons and ligaments have similarities in terms of developmental origin, structure, and histological and physiological properties. We mainly used the term tendon in this study because there were no molecular markers that clearly distinguished these tissues.

The major cell population of tendon is a specialized type of fibroblasts called tenocytes. They are derived from the subdomain of the sclerotome, including the syndetome in the trunk, the lateral plate mesoderm in limbs, or the cranial neural crest in the craniofacial region (Schweitzer et al., 2010). The basic helix-loop-helix (bHLH) transcription factor scleraxis (Scx) is expressed in all tenogenic cells during development and is considered a distinctive marker of tenogenic lineage cells from the early embryonic stages and throughout development (Schweitzer et al., 2010; Sugimoto et al., 2013a). Transgenic (Tg) reporter mouse lines harboring enhanced green fluorescent protein (EGFP) under the control of the regulatory region of the *Scx* locus showed GFP expression that faithfully recapitulated the endogenous *Scx* expression pattern (Pryce et al., 2007; Sugimoto et al., 2013b). Scx is important as a marker of tenogenic cells and as a functional regulator of tenocyte differentiation (Shukunami et al., 2006; Shukunami et al., 2018). Scx has important roles in tendon formation (Murchison et al., 2007); recruitment of tenocyte progenitors (Huang et al., 2019); and maturation of tendons, ligaments, and enthesis (Murchison et al., 2007; Yoshimoto et al., 2017). Scx acts as a transcriptional activator of *collagen type 1* alpha 1 (*Col1a1*) (Léjard et al., 2007) and *tenomodulin* (*Tnmd*), a mature marker for tenocytes (Shukunami et al., 2006; Shukunami et al., 2018). Therefore, Scx is one of the most powerful transcription factors that endows the characteristics of tenocytes. However, the molecular mechanism by which Scx regulates tenogenic differentiation is not fully understood.

The transforming growth factor-beta (TGF-β) signaling pathway is critical for tendon development. Mice harboring a double mutant for *Tgfb2* and *Tgfb3*, or conditional deletion of *Tgfbr2* in mesenchymal cells, showed loss of most tendons and ligaments (Pryce et al., 2009). Transcriptomic analysis of developing mouse limb tendon cells has also highlighted the importance of TGF-β signaling in tendon development (Havis et al., 2014). TGF-β signaling activation by supplementation with TGF-β ligands stimulates the expression of tendon-related genes, including *Scx*, in mouse limb explants or C3H10T1/2 mesenchymal stem cells (MSCs) (Havis et al., 2014). Growth differentiation factor-8 (GDF-8), GDF-5, and other members of the TGF-β superfamily are reportedly involved in tenogenic differentiation (Mendias et al., 2008; Tan et al., 2012; Mienaltowski et al., 2014). Studies on fibroblast growth factor (FGF) signaling in tendon development have reported contradictory results. Both positive and negative actions of FGF on tendon development were reported (Edom-Vovard et al., 2002; Brent et al., 2003; Havis et al., 2014).

Although the factors that regulate tenogenic differentiation have gradually become clear, the detailed molecular mechanism that controls the dynamic differentiation processes is less well understood compared to that of other mesenchymal cell types. One of the obstacles to tendon research is the lack of a sound and reproducible culture system for tenogenic differentiation. Tenocytes can be isolated from tendon tissue by outgrowth or enzyme digestion, but the expansion of isolated cells is sometimes required because of the hypocellularity of the tendon. Repeated passages of isolated tenocytes affect cellular properties, including decreased expression of mature marker genes, ultimately leading to dedifferentiation (Shimada et al., 2014; Shukunami et al., 2018; Jo et al., 2019). Tendon stem cells residing in tendon fascicles (Bi et al., 2007) and paratenon sheath (Harvey et al., 2019) have been reported. However, it is still difficult to isolate sufficient numbers of these cells for *in vitro* research. Although *in vitro* tenogenic differentiation from embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) has also been reported, these systems still have problems, including complicated procedures (Nakajima et al., 2018) and poor tendon marker gene expression (Chen et al., 2009; Chen et al., 2012; Komura et al., 2020). Recently, Kaji et al. reported a system with high induction efficiency using *ScxGFP* ESCs, but this procedure is still relatively complicated because it is based on embryoid body (EB) formation (Kaji et al., 2021).

To address this problem, we induced tenocytes from *ScxGFP-*Tg-*mouse-derived* iPSCs by stepwise differentiation. We optimized the culture conditions by monitoring GFP expression and known tenogenic markers to establish a simple and effective method that is capable of inducing the generation of mature tenocytes expressing high levels of tendon marker genes. Single-cell RNA sequencing (scRNA-seq) during tenogenic induction confirmed the emergence of a mature tenocyte population positive for Tnmd and revealed a tenogenic differentiation trajectory. Furthermore, scRNA-seq dataset shed light on retinoic acid signaling, which has the inhibitory effect on Scx^+^ cell differentiation. The data presented here will provide meaningful information for a better understanding of tendon and ligament biology.

## Materials and Methods

### Mice

ICR mice used for isolation of MEFs and severe combined immunodeficient (SCID) mice used for teratoma formation were purchased from Japan SLC (Shizuoka, Japan), Shimizu Laboratory Supplies (Kyoto, Japan), and CLEA Japan (Shizuoka, Japan). Prior publications have detailed the generation and establishment of *ScxGFP* Tg mice (Sugimoto et al., 2013b). The mice were housed in a temperature-controlled animal facility with a 12-hour light cycle. All mouse experiments were performed in accordance with relevant guidelines and regulations. All animal experimental procedures were approved by the Committee of Animal Experimentation, Hiroshima University, and the Animal Care and Use Committee of the Tokyo Metropolitan Geriatric Hospital and Institute of Gerontology.

### Cell Lines and Culture Conditions

MC3T3-E1 cells (Sudo et al., 1983) were cultured in minimum essential medium Eagle alpha modification (α-MEM; M4526-500ML, Sigma-Aldrich, St. Louis, MO, United States) supplemented with 10% fetal bovine serum (FBS; Cambrex, East Rutherford, NJ, United States), 2 mM L-glutamate (G3126, Sigma-Aldrich), and 1% penicillin/streptomycin (P0781-100ML, Sigma-Aldrich) at 37°C in a humidified atmosphere of 5% CO_2_ in air. C3H10T1/2 cells (Reznikoff et al., 1973) were grown in Dulbecco’s modified Eagle’s medium (DMEM; D6429-500M, Sigma-Aldrich) supplemented with 10% FBS, 2 mM L-glutamate, and 1% penicillin/streptomycin at 37°C in a humidified atmosphere of 5% CO_2_ in air. MEFs were isolated from ICR and *ScxGFP* Tg mouse embryos at embryonic day (E)14.5. The head and visceral organs were removed from each embryo. The remainder of each body was minced using scissors and then digested with 0.1% trypsin (Difco)/0.1 mM EDTA (Dojin, Tokyo, Japan)/phosphate buffered saline (PBS) solution (3 ml per embryo) in a 50 ml tube at 37°C for 20 min. Dissociated MEFs were filtered through a 70 μm cell strainer (REF352360, BD Falcon, MA, United States), washed, and resuspended in DMEM supplemented with 10% FBS (Cell Culture Bioscience, Nichirei, Tokyo, Japan), 2 mM L-glutamate, and 1% penicillin/streptomycin. MEFs were seeded in culture dishes coated with 0.1% gelatin (G1890, Sigma-Aldrich) and grown at 37°C in a humidified atmosphere of 5% CO_2_ in air. For feeder cells, MEFs isolated from ICR mice were treated with 10 μg/ml mitomycin-C (M4287-2MG, Sigma-Aldrich). Tail tendons of *ScxGFP* Tg mice were isolated and placed in 60-mm cell culture dishes (3010-060, Iwaki, Fukushima, Japan) coated with native collagen from bovine dermis (IAC-30, Koken, Tokyo, Japan). Tenocytes outgrown from the tail tendons were grown in α-MEM supplemented with 10% FBS (Cell Culture Bioscience), 4 mM L-glutamine, and 50 µg/ml kanamycin at 37°C in a humidified atmosphere of 5% CO_2_ in air. The KY1.1 mouse ESC line, which is an F1 hybrid of C57BL/6J and 129S6/SvEvTac (Yagita et al., 2010) was kindly provided by Dr. Gen Kondoh, Kyoto University. *ScxGFP* iPSC lines were generated using Sendai virus vectors. Mouse ESCs and *ScxGFP* iPSCs were grown on feeder cells in 2i LIF medium at 37°C in a humidified atmosphere of 5% CO_2_ in air. The 2i LIF medium was comprised of 50% Neurobasal Medium (21103-049, Gibco, Carlsbad, CA, United States), 50% DMEM/F-12 + GlutaMAX-Ⅰ (10565-018, Gibco), 1% N2 Supplement (×100; 17502-048, Gibco), 2% B27 Supplement (×50; 17504-044, Gibco), 1 mM L-glutamine, 0.1 mM 2-mercaptoethanol (21985-023, Gibco), 1% penicillin/streptomycin, 3 mM CHIR99021 (CHIR; 1386, Axon Medchem, Reston, VA, United States), 1 mM PD0325901 (162-25291, Fujifilm Wako, Osaka, Japan), 1,000 unit/ml, and leukemia inhibitory factor (LIF; ESG1107. Sigma-Aldrich).

### Generation of *ScxGFP* iPSCs From *ScxGFP* Tg Embryos

*ScxGFP* iPSCs were generated using a Cytotune-iPS 2.0L Sendai Reprogramming kit (69020-81; ID Pharma, Tokyo, Japan) according to the manufacturer’s instructions. *ScxGFP* MEFs were seeded in gelatin-coated 6-well plates (3810-006, Iwaki) at a density of 5 × 10^5^ cells/well and cultured overnight in MEF medium. MEFs were then infected with Sendai virus vectors at a multiplicity of infection ranging from 1.25 to 5.0. Twenty-four hours after infection, the virus vectors were removed by replacing the medium with fresh MEF medium. Two days later, the medium was changed to 2i LIF medium. Six days after infection, the cells were subcloned onto feeder cells. Two weeks after infection, iPS colonies were picked and transferred onto feeder cells for expansion. Of the isolated 31 *ScxGFP* iPSC clones, three clones showing a clear round morphology were selected (*ScxGFP* iPSC-2, 18, and 20). Elimination of Sendai virus vectors and detection of *ScxGFP* transgene were checked by reverse transcriptase-polymerase chain reaction (RT-PCR) or genomic PCR using primer pairs specific for the virus vectors shown in Supplementary Table S1.

### Generation of Embryoid Body, Teratoma, and Chimeric Mice From *ScxGFP* iPSCs

For EB formation, *ScxGFP* iPSCs or mESCs were seeded in Costar 7007 ultra-low attachment 96 well round bottom culture plates (Corning, New York, NY, United States) at a density of 1 × 10^3^ cells/well. Cells were cultured in DMEM containing 15% FBS (Hana Nesco Bio, Tokyo, Japan), 0.1 mM 2-mercaptoethanol, 2 mM L-glutamate, and 1% penicillin/streptomycin (EB medium) for 7 days. For teratoma formation, trypsinized *ScxGFP* iPSCs and mESCs (0.5 or 1 × 10^6^ cells) were injected into the quadriceps femoris muscles and subcutaneously in the interscapular region of male SCID mice. Five weeks after injection, the mice were euthanized and teratomas were dissected. For toluidine blue staining, hematoxylin and eosin (H&E) staining, and immunofluorescent staining, the teratomas were fixed with 4% paraformaldehyde (PFA) in PBS, infiltrated with 20% sucrose in PBS, and then embedded in OCT compound (4583; Sakura Finetech Japan, Tokyo, Japan). To generate chimeric embryos, trypsinized *ScxGFP* iPSCs were microinjected into the perivitelline space of 8-cell embryos of ICR mice. These embryos were cultured in KSOM medium for 20 hours and transferred into the uterus of day 3 pseudo-pregnant ICR mice under anesthesia. *ScxGFP* Tg and chimeric embryos were collected at E13.5 and analyzed by fluorescence stereomicroscopy. Images were captured using a model MZ16FA stereomicroscope equipped with a model DFC7000T camera (Leica, Wetzlar, Germany).

### Tenogenic Differentiation of *ScxGFP* iPSCs

*ScxGFP* iPSCs and mESCs cultured on mitomycin-C-treated MEFs by using 2i LIF were trypsinized and seeded in gelatin-coated 24- or 48-well culture plates at a density of 4 or 2 × 10^4^ cells/well, respectively. Prior to mesodermal induction, iPSCs and mESCs were grown in DMEM-F-12 (DF) (10-090-CVR; Corning) supplemented with 5% FBS (Hana Nesco Bio), 2 mM L-glutamate, 1% penicillin/streptomycin, 10 ng/ml insulin (11 376 496 001; Roche, Basel Switzerland), 10 ng/ml transferrin (13366500; Roche), and 3 × 10^−8^ M sodium selenite (196-03192; Fujifilm Wako) (ITS) for 4 days. The medium was changed to the same DF-based medium containing 30 μM CHIR and 5 μM cyclopamine (Cyc; BML-GR344-0001; Enzo Life Sciences, Farmingdale, NY, United States) for mesodermal induction, and cultured for 4–5 days. After 1 or 2 days of culture in the same medium without CHIR and Cyc, the medium was changed to DF supplemented with 1% FBS, 2 mM L-glutamate, 1% penicillin/streptomycin, and ITS. The next day, the medium was changed to DF supplemented with 1% FBS, 2 mM L-glutamate, 1% penicillin/streptomycin, ITS, and 10 ng/ml recombinant human TGF-β2 (302-B2-010; R&D Systems Minneapolis, MN, United States). The cells were cultured for more than 9 days for tenogenic induction. Expression of paraxial and lateral plate mesoderm marker genes at T0 were analyzed using RT-PCR using the primer pairs shown in Supplementary Table S1. The PCR products were analyzed using the DNA-1000 kit for the microchip electrophoresis device MultiNA (292-27911-91; Shimadzu).

### Histological Staining

For histological analysis, cryosections of teratomas were stained with Gill’s hematoxylin (H-3401; Vector Laboratories, Burlingame, CA, United States) and 0.25% Eosin Y (058-00062; Fujifilm Wako). For toluidine blue staining, sections were stained with 0.05% toluidine blue O (T3260; Sigma-Aldrich) at pH 4.1. Control and induced tenogenic cells at T12 were fixed with 4% PFA in PBS for 30 min. The accumulation of collagen fibers, lipid drops, and cartilaginous matrix was stained with Picrosirius Red (PSR-1; Scy Tek Laboratories, Logan, UT, United States), Oil red O (154-02072; Fujifilm Wako), and Alcian blue 8GX (A3157; Sigma-Aldrich) adjusted at pH 1.0. Alkaline phosphatase (ALP) activity was detected using nitro-blue tetrazolium/5-bromo-4-chloro-3′-indolyphosphate (NBT/BCIP) (11681451001; Roche) staining. Calcification of cells was detected by Alizarin Red S (S5533; Sigma-Aldrich) staining.

### Immunofluorescent Staining

After post-fixation with 4% PFA in PBS for 5 min and washing with PBS, the teratoma sections were incubated with anti-Sox9 (AB5535; 1:800, Millipore, Billerica, MA, United States) and anti-GFP (GF090R; 1:1000, Nacalai Tesque, Kyoto, Japan) antibodies, diluted with 2% skim milk in PBS at 4°C overnight. Sections were then incubated with secondary antibodies conjugated with Alexa Fluor 488 (A-11006; 1:500, Invitrogen, Carlsbad, CA, United States) and 594 (A-11072; 1:500, Invitrogen). For immunofluorescent staining of cells, the cells were fixed with 4% PFA in PBS for 30 min in culture plates and washed with PBS. Incubation with primary and secondary antibodies was performed in the same way and under the same conditions as for the sections. The primary antibodies used for immunofluorescent staining of cells were anti-GFP, anti-pSmad3 (600-401-919; 1:250, Rockland Immunochemicals, Gilbertsville, PN, United States), anti-Sox9, anti-Tnmd (1:500) (Yoshimoto et al., 2017), anti-OCT4 (ab19857; 1:250, Abcam, Cambridge, United Kingdom), anti-SEAA1 (ab16285; 1:200, Abcam), anti-Nanog (ab80892; 1:200, Abcam), anti-SOX2 (ab97959; 1:500, Abcam), and anti-Aldh1a2 (HPA010022; Sigma-Aldrich). Secondary antibodies conjugated with Alexa Fluor 488 (A-11006 and A-11017; 1:500, Invitrogen) and 594 (A-11072; 1:500, Invitrogen) were used. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; D9542; Sigma-Aldrich). Images were captured using a model DMRXA microscope equipped with a model DC500 camera (Leica), model IX70 microscope equipped with a model DP80 camera (Olympus, Tokyo, Japan), and BZ-X810 microscope (Keyence, Osaka, Japan).

### Quantitative Reverse Transcriptase-Polymerase Chain Reaction

Total RNA was extracted using the RNeasy Plus Mini Kit (74134; Qiagen, Hilden, Germany). Complementary DNA (cDNA) was synthesized from total RNA by using a PrimeScript RT Reagent Kit (RR037A: TaKaRa Bio, Shiga, Japan) according to the manufacturer’s instructions. RT-qPCR was performed using SYBR Premix Ex Taq II (RR820S; TaKaRa Bio) on a StepOne Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, United States) or ABI PRISM 7900HT (Applied Biosystems, Piscataway, NJ, United States). The thermal profiles for RT-qPCR were as follows: denaturation at 95°C for 30 s, followed by an amplification step with 40 cycles of 95°C for 5 s and 60°C for 34 s. The expression of target genes was normalized to that of ribosomal protein S18 (Rps18). Relative mRNA expression was calculated using the 2-ΔΔCT method. Each qPCR reaction was performed in triplicate. The primers used for RT-qPCR are shown in Supplementary Table S1.

### Quantitative Analysis for Chondrogenesis and Tenogenesis

To evaluate chondrogenesis and tenogenesis, cells at T11 were subjected to Alcian blue (AB) staining and immunofluorescence staining by using antibodies to Tnmd and GFP, respectively. To examine the percentage of Scx^+^ and Sox9^+^ cells in each well, cells at T3 were also subjected to immunofluorescence staining by using antibodies against Sox9 and GFP, respectively. Images of stained whole wells were captured using a model BZ-X810 microscope (Keyence); AB^+^, GFP^+^, and Tnmd^+^ areas were quantified using the Hybrid Cell Count Application (Keyence).

### FACS Analysis

For dissociation at T0, induced cells were treated with 0.05% trypsin-EDTA solution (T3924; Sigma-Aldrich) for 5 min at 37°C. Induced tenocytes at T4 and T13 were treated with 0.02% type II collagenase (CLSS-2; Worthington Biochemical, Lakewood, NJ, United States) for 5 min at 37°C and then treated with 0.05% trypsin-EDTA solution for 5 min at 37°C. Cells at T4 were directly analyzed using the LSRFortessa flow cytometer (BD Biosciences, Santa Clara, CA, United States). The dissociated cells at T0 and T13 were fixed and permeabilized using the Cyto-Fast Fix/Perm buffer (426803; BioLegend, San Diego, CA, United States) for 20 min at 25°C. After the cells were washed and resuspended in ×1 of the Cyto-Fast Perm Buffer, they were stained using anti-Tnmd primary antibody followed by R-phycoerythrin-conjugated donkey anti-rabbit IgG (711-116-152; Jackson Immunoresearch Laboratories, West Grove, PN, United States) for FACS analysis using a FACS Aria II instrument (BD Biosciences, Santa Clara, CA, United States).

### Cell Sorting for scRNA-Seq Analysis

The cells at T0 were digested with 0.05% Trypsin-EDTA at 37°C for 5 min. For T3, T6, or T9, we digested the cells with 0.05% Trypsin-EDTA at 37°C for 5–10 min after the digestion of the cells with 0.02% collagenase at 37°C for 3–5 min. We obtained single cells by pipetting the digested cell sheets. Dissociated cells were resuspended in washing buffer consisting of 2.5% FBS in PBS, counted, and stained with Hoechst 33342 (H-1399; Invitrogen) and SytoxRed dead-cell stain (S34859; Thermo Fisher Scientific). Hoechst positive/Sytox negative single cells were sorted into 1 µl of cell lysis buffer consisting of 0.3% NP40 (28324; Thermo Fisher Scientific), 0.12 dNTPs (N0477; New England BioLab, Ipswich, MA, United States), 1U RNase Inhibitor (2313A; TaKaRa Bio), and 0.11 µM 384 well-unique reverse transcription primer in a 348-well PCR plate (0030129547; Eppendorf, Hamburg, Germany).

### scRNA-Seq Library Preparation and Sequencing

scRNA-seq libraries were prepared by amplifying the 3′ untranslated region (UTR) of the transcripts by using the modified CEL-Seq2 protocol (Hashimshony et al., 2016), which replaced the SuperScript II reverse transcriptase with Maxima H minus (EP0752; Thermo Fisher Scientific), the second strand synthesis reagent with the second strand synthesis module (E6111; New England BioLabs). A total of 384 cells in the same plate were pooled after reverse transcription. Each condition was analyzed in triplicate. Sequencing reads were obtained from HiSeq 1500 platform at the following cycles: 15 cycles of Read1 (Unique Molecular Identifier: 6 bp, cell barcode: 9 bp) and 36 cycles of Read2 (Illumina, San Diego, CA, United States), as shown in Supplementary Table S2.

### scRNA-Seq Bioinformatic Analysis and Visualization

The raw BCL files were converted to FASTQ files by using Illumina bcl2fastq software. Adaptors (GATCGTCGGACT) and low-quality reads were trimmed using Trim Galore (v0.6.6). Reads were aligned to the mouse GRCm38 by using HISAT2(v2.2.1), and UMI count matrix was obtained using featureCounts (v2.0.1) and UMI-tools (v1.0.1). The genes that were detected in more than three cells and cells that express at least 200 genes were used for further analysis (4,592 of 4,608 cells). A total of 1146 cells at T0, 1151 cells at T3, 1144 cells at T6, and 1146 cells at T9 were analyzed. Two thousand genes were set as highly variable genes, and cell cycle-related effects were regressed by CellCycleScoring and SCTransform function in Seurat3.0 (Stuart et al., 2019). Dimensionality reduction, clustering analysis, visualization, and differentially expressed gene analysis among the clusters were also performed using the Seurat3.0 package with the following functions: RunPCA, FindNeighbors, FindClusters, RunUMAP, and FindMarkers with default parameters. In RunUMAP, the first 10 principal components (PCs) were used, and the fifth PC, which observed the batch effect, was excluded. phateR (v1.0.4) was used for visualization (Moon et al., 2019).

### Gene Set Enrichment Analysis and Gene Ontology

GSEA was performed for differentially expressed genes in cluster 8, compared to those in clusters 4, 5, and 7, by using clusterProfiler (v3.16.1) (Yu et al., 2012). R package with org.Mm.eg.db_3.11.4 was used.

### Analysis of the Effects of RA Signaling on Tenogenic Differentiation

After mesodermal induction, 1 μM of all-trans retinoic acid (R2625; Sigma-Aldrich) and BMS493 (3509; TOCRIS) were applied with or without TGF-β2 for 7 days. For investigating the effects of hedgehog signaling on the RA signaling-mediated suppression of GFP^+^ cell induction, 100 nM of smoothened agonist (SAG) (566660; Merck), an activator of hedgehog signaling, was used for treatment with or without TGF-β2 and ATRA.

### Statistical Analyses

The sample sizes were determined based on previously published work (Nakajima et al., 2018) and preliminary studies. The sample numbers and statistical analyses are described in the figure legends. Statistical significance was determined using GraphPad Prism 8 (GraphPad Software, San Diego, CA, United States). No statistical methods were used for the sample size determination. For comparisons of more than two means, one-way ANOVA followed by Dunnett’s test or Tukey’s post hoc test was employed. Significance values used in figures are *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Results

### Decreased Expression of Tenogenic Markers in Tenocytes Outgrown From Tail Tendons

The major tendon marker genes used in this study are shown in Figure 1A. During mouse embryogenesis, the expression of early tendon marker genes, *mohawk* (*Mkx*) and *Scx,* is initiated in the progenitors of the sclerotome and limb buds (Cserjesi et al., 1995; Anderson et al., 2006). These progenitors migrate and condense to form the tendon primordia in which tenocytes mature to express late marker genes, such as *Tnmd* (Shukunami et al., 2006; Shukunami et al., 2018), *Col1a1*, and *Col1a2* (Havis et al., 2014; Kelly et al., 2020) (Figure 1A). The tendons or ligaments of *ScxGFP* Tg mice were clearly visualized by green fluorescence (Figures 1B,C). Tenocytes attached to the surface of the tail tendon were positive for GFP, but GFP expression was dramatically decreased as outgrown tenocytes moved away from the tendon and migrated onto the culture dish (Figure 1D). We then examined the expression level of *enhanced green fluorescent protein* (*EGFP*) in cultured tenocytes at passage 1 (P1), mouse embryonic fibroblasts (MEFs), and tail tendons. Significantly decreased expression of *EGFP* was evident in the cultured tenocytes at P1 and in MEFs compared with that in the tail tendons (Figure 1E). The expression levels of tendon marker genes in these cultured cells were also significantly lower than those in the tail tendons (Figure 1F). Therefore, high levels of *in vivo* expression of tendon marker genes were not maintained even in primary and secondary tenocytes, suggesting that cell isolation from tissue triggers tenocyte dedifferentiation.

**FIGURE 1:**
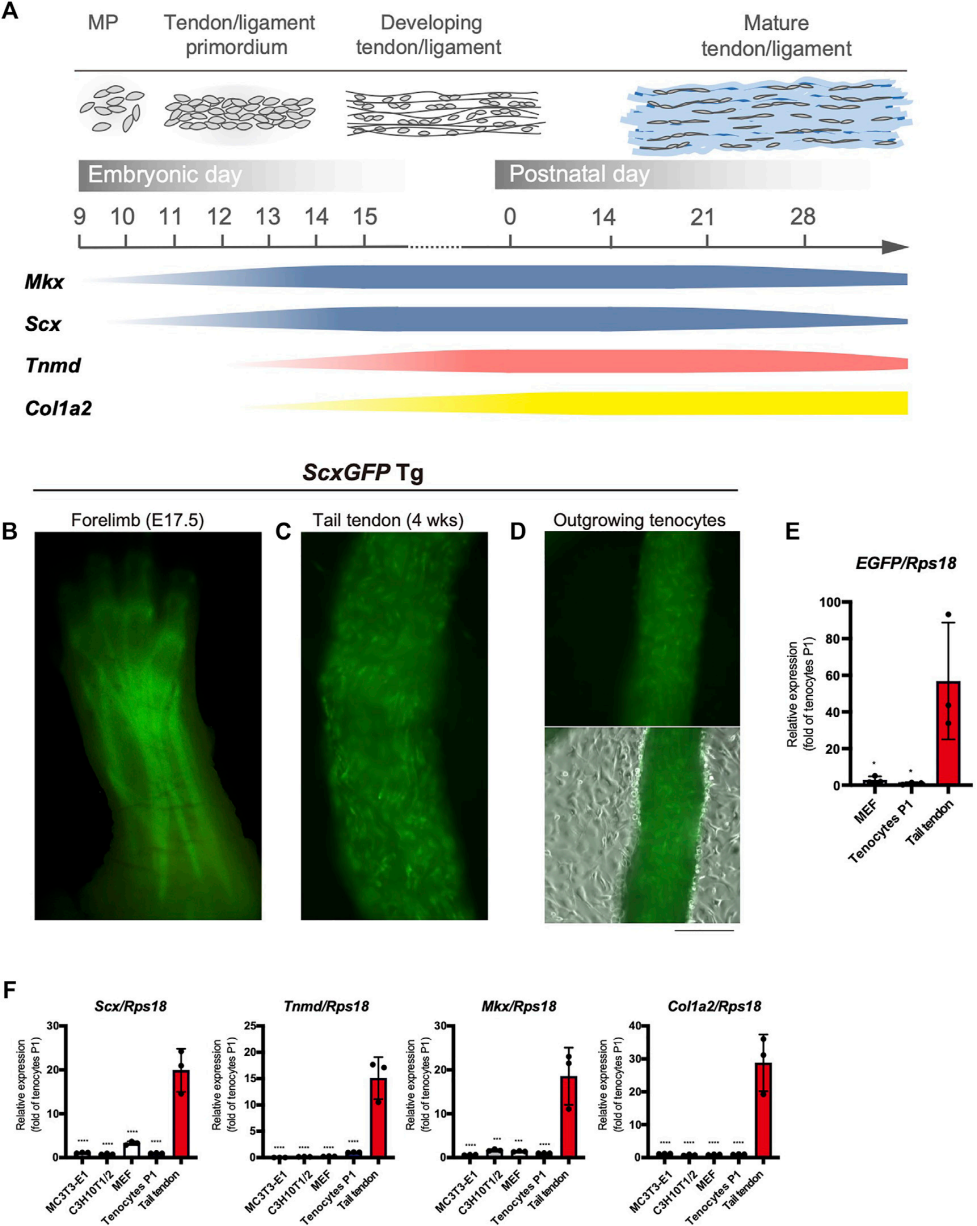
Decreased expression of tenogenic markers in tenocytes outgrown from tail tendons. **(A)** Schematic illustration of major tendon marker genes expressed in association with tendon development *in vivo*. Expression of *Mkx* and *Scx* are shown in blue. *Tnmd* and *Col1a2* expression are shown in pink and yellow, respectively. MP, mesenchymal progenitors. **(B)** A fluorescent image of the forelimb of *ScxGFP* embryo at E17.5. *Scx* expression visualized by GFP fluorescence is detected in the developing tendons and ligaments. **(C)** A fluorescent image of the dissected tail tendons from 4-week-old *ScxGFP* mice. Tenocytes of the tail tendon were positive for GFP expression. **(D)** Decreased GFP fluorescence in tenocytes outgrown from the *ScxGFP* tail tendons placed on type I collagen coated culture dish. On the surface of the tendon, outgrowing GFP^+^ tenocytes with a round morphology are observed. **(E)** Expression of *EGFP* in *ScxGFP* MEFs, cultured tenocytes of passage 1 (P1), and the tail tendon. Tenocytes and the tail tendon were isolated from 4-week-old *ScxGFP* Tg mice. *n* = 3. **(F)** Expression of tenogenic markers in MC3T3-E1 cells, C3H10T1/2 cells, MEFs, cultured tenocytes P1, and the tail tendon. *n* = 3. The data represent the mean ± SD. One-way ANOVA followed by Dunnett’s multiple comparison test. *p < 0.05, ***p < 0.001, ****p < 0.0001. Scale bar, 500 μm **(D)**.

### Contribution of *ScxGFP* iPSCs to the Tendon/Ligament Lineage

The level of *EGFP* expression strongly correlated with that of each tendon marker gene in tenocytes isolated from *ScxGFP* Tg mice and tendon tissue (Figure 1). Taking advantage of GFP expression as an indicator of tenogenic differentiation, we sought to establish an *in vitro* tenogenic differentiation system by using *ScxGFP* Tg mice-derived cells. Considering the high reproducibility and stable maintenance of induced pluripotent stem cells (iPSCs), we used these cells as the starting material. iPSCs were generated by forced expression of *SOX2*, *OCT3/4*, *KLF4*, and *L-MYC* in *ScxGFP* MEFs by using Sendai virus vectors (Figure 2A). Three clones selected from the established iPSCs formed colonies with a round morphology similar to mouse ESC-like colonies (Figure 2B). Elimination of Sendai virus and the presence of the *ScxGFP* transgene were confirmed in the established *ScxGFP* iPSCs (Supplementary Figures S1A,B). Next, we evaluated the quality and pluripotency of the established clones of *ScxGFP* iPSCs. All *ScxGFP* iPSCs displayed high alkaline phosphatase (ALP) activity and expressed markers for ESCs (Supplementary Figures S2C,D). *ScxGFP* iPSCs could form embryoid bodies (EBs) and teratomas, including all three germ layers (Figure 2, Supplementary Figures S3E,F). GFP was not detected by fluorescent stereomicroscopy in *ScxGFP* EBs, but GFP^+^ cells were observed in teratomas of *ScxGFP* iPSCs (Figures 2C,D). GFP^+^ cells were mainly observed in the fibrous tissues of the teratomas (Figure 2D). We previously reported that *Scx* ^+^ cells appeared in Sox9^+^ areas, such as the sclerotome and limb buds, located around the cartilaginous region during musculoskeletal development (Sugimoto et al., 2013a). Likewise, GFP^+^ cells were found near Sox9^+^ cartilage in the teratoma (Figure 2D). Since teratomas of *ScxGFP* iPSC-20 contained a relatively large amount of bone or cartilaginous tissues closely related to the tendon and ligament lineage, we selected this clone for further analysis. To confirm *in vivo* tenogenic potential of iPSC clone, we generated chimeric embryos by using *ScxGFP* iPSC-20 (Figure 2E). GFP expression in a chimeric mouse was observed in the developing tendon and ligament primordia, with a pattern similar to that observed in a *ScxGFP* Tg mouse (Figure 2E). These results indicate that *ScxGFP* iPSCs faithfully express GFP in the tenogenic/ligamentogenic cell lineage and were, therefore, suitable for the establishment of an *in vitro* tenogenic differentiation system.

**FIGURE 2:**
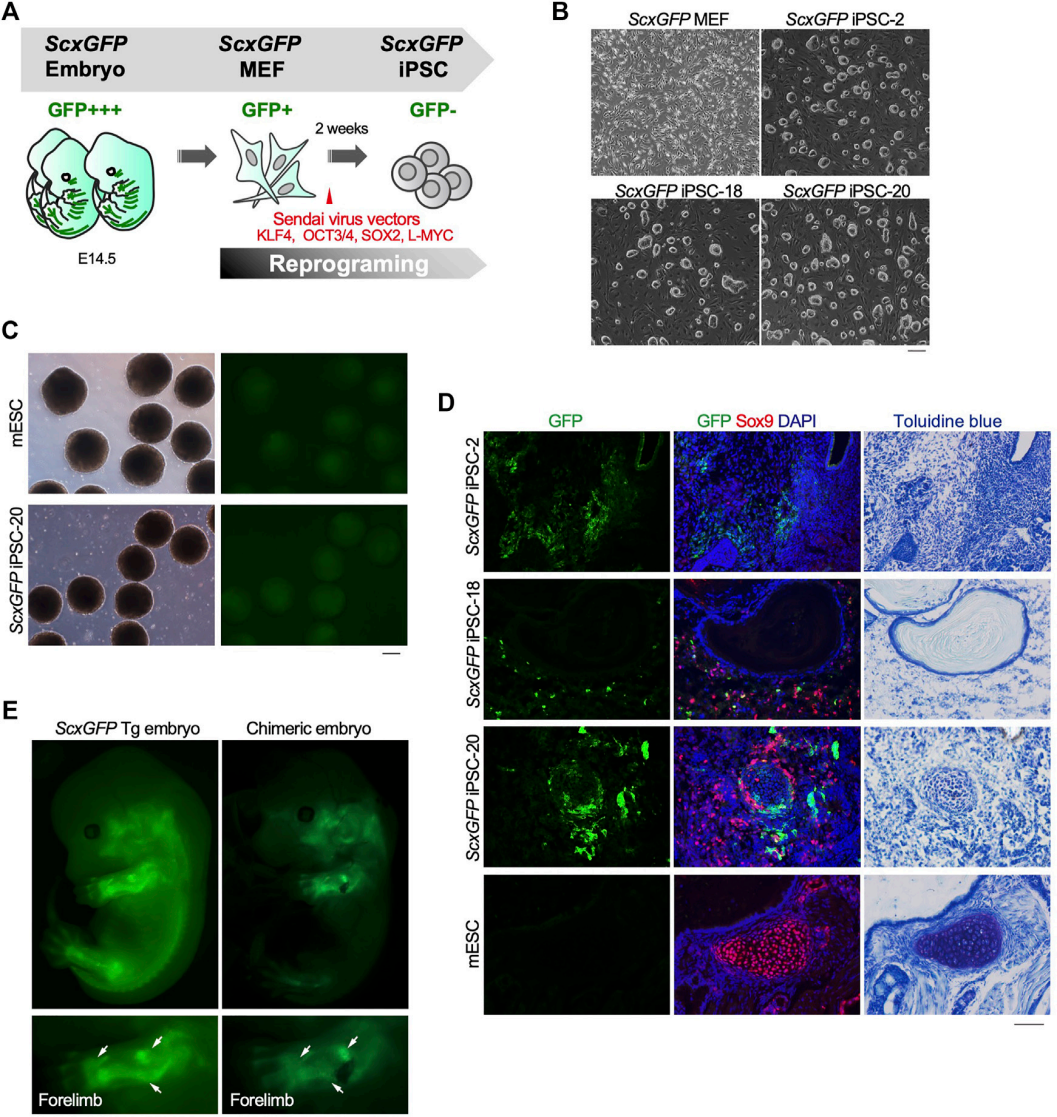
Contribution of *ScxGFP* iPSCs to the tendon/ligament lineage. **(A)** Schematic drawing of the generation of *ScxGFP* iPSCs by using Sendai virus vectors. **(B)** Phase contrast images of *ScxGFP* MEFs (P1), *ScxGFP* iPSC-2 (P20), -18 (P19), and -20 (P20) are shown. **(C)** Phase contrast and GFP fluorescent images of embryoid bodies generated by wild type mouse embryonic stem cells (mESC) and *ScxGFP* iPSC-20. **(D)** Immunostaining of GFP (green) and Sox9 (red) was performed on frozen sections prepared from teratomas formed from wild type mESCs and *ScxGFP* iPSCs-2, -18, and -20. On the far right, the images of toluidine blue staining of the corresponding region of the immunostained sections are shown. mESCs were used as negative control. **(E)** A *ScxGFP* Tg embryo at E13.5 and a chimeric mouse embryo generated using *ScxGFP* iPSC-20. Whole-body images of the left side and enlarged images of the left forelimb are shown. Scale bars, 200 μm **(B–C)** and 100 μm **(D)**.

### Establishment of TGF-β2-Driven Tenogenic Differentiation System by Using *ScxGFP* iPSCs

The use of EBs formed from iPSCs for tenogenic differentiation has been previously reported (Komura et al., 2020). However, EB-based methods are cumbersome, and it is difficult to uniformly control the properties of cells contained in EBs. Therefore, we focused on a stepwise differentiation method in monolayer culture. The Wnt agonist CHIR99021 (CHIR), in combination with the Hedgehog inhibitor cyclopamine, has been used to induce mesodermal cells from pluripotent ESCs (Kanke et al., 2014). According to this study, we first induced mesodermal cells from *ScxGFP* iPSCs maintained in the presence of CHIR and cyclopamine. We then examined the effects of several growth/differentiation factors on GFP expression to induce Scx^+^ cells. The whole process consisted of mesodermal induction (M0-M9) for 9 days, followed by recovery for 1 or 2 days, pre-conditioning for 1 day, and tenogenic induction (T0-T14) for 14 days (Figure 3A). The growth factors that were selected have been reported to be involved in tendon development. The factors used included TGF-β2 or 3 (Pryce et al., 2009), TGF-β1 (Yin et al., 2016a), bone morphogenetic protein-4 (BMP-4) (Blitz et al., 2009), GDF-5 (Tan et al., 2012), GDF-8 (Mendias et al., 2008), and FGF-2 (Tokunaga et al., 2015; Hyun et al., 2017). TGF-β2 induced the most potent expression of GFP and tendon marker genes (Figures 3B,C). All isoforms of TGF-β (TGF-β1-3) were able to induce Scx^+^ cells, but TGF-β2 was most effective in GFP expression during differentiation of *ScxGFP* iPSC-derived mesodermal cells (Figures 3D,E). When the expression levels of tenogenic markers in cells treated with TGF-β2 were compared with those of MEFs and cells outgrown from the tendon (Figure 3F), significantly higher expression of these markers was detected in TGF-β2 treated cells, except for *Col1a2*. We speculate that since our system is two-dimensional, it may not achieve the high level of type 1 collagen expression required for *in vivo* tissue construction. We also tested the effect of TGF-β2 on *in vitro* tenogenic differentiation based on EB formation. GFP expression was very weak (Supplementary Figure S2). The results indicated the successful establishment of efficient tenogenic differentiation induced by TGF-β2 after mesodermal induction from *ScxGFP* iPSCs by using CHIR and cyclopamine.

**FIGURE 3:**
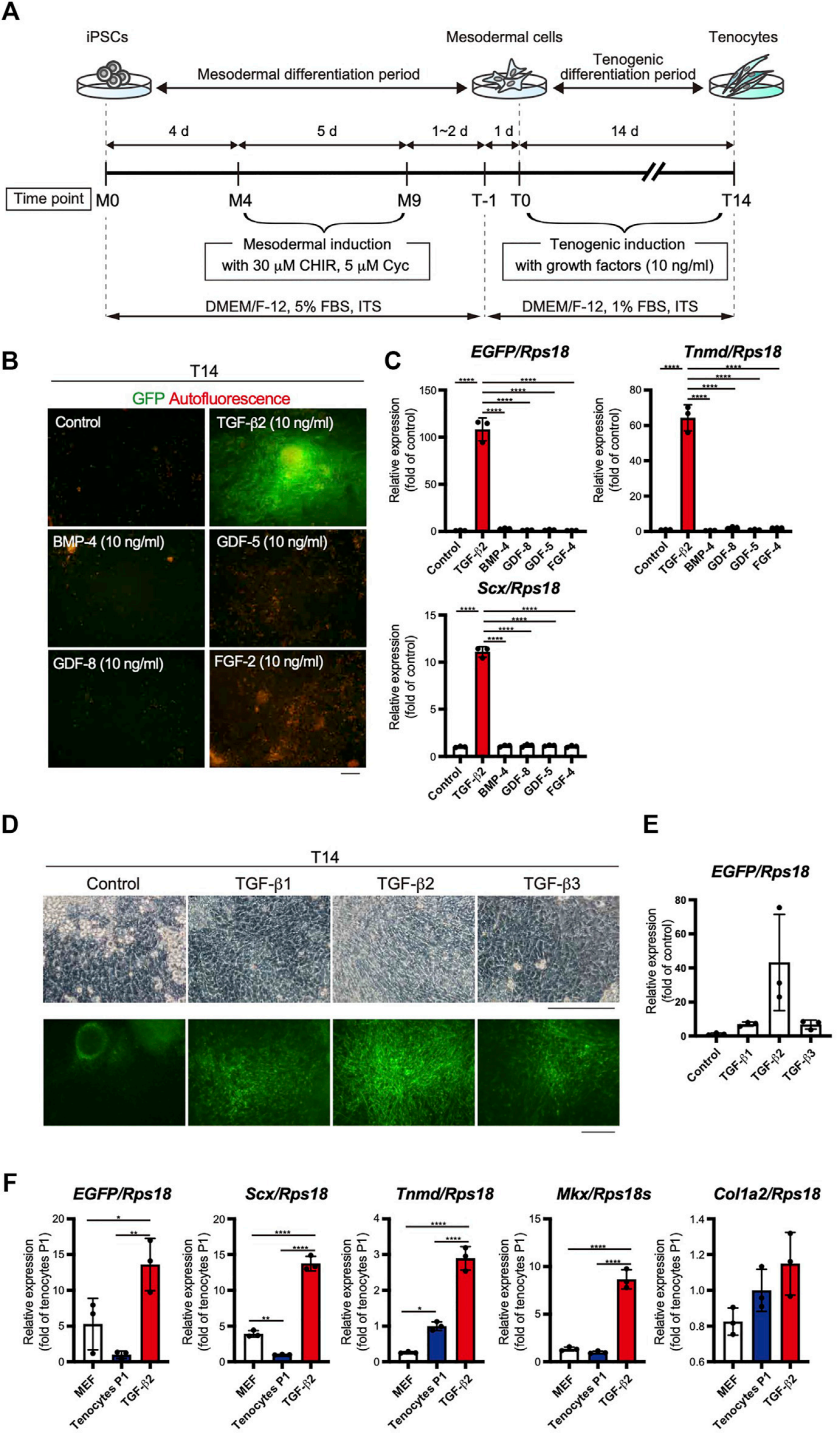
Optimization of the stepwise differentiation of *ScxGFP* iPSCs into tenocytes via mesodermal cells. **(A)** A schematic drawing showing the three-phase strategy for tenogenic differentiation from *ScxGFP* iPSCs. Time points during mesodermal induction and tenogenic induction are indicated as M0–M9 and T-1–T4, respectively. **(B)** Fluorescent images of cells treated with growth factors and control cells maintained without growth factors after mesodermal induction. Merged images of GFP signal (green) and autofluorescence (red) are shown. **(C)** The expression levels of *EGFP*, *Tnmd*, and *Scx* in cells shown in **(B)**. The relative expression of each gene is normalized to the control. *n* = 3. Mean Ct values are shown in Supplementary Table S3. **(D)** Phase contrast and green fluorescent images of cells maintained in the presence and absence (control) of TGF-β1, 2, and 3 for 14 days. **(E)** The expression level of *EGFP* in cells shown in **(D)**. *n* = 3. **(F)** The expression level of *EGFP*, and tenogenic markers in MEFs, cultured tenocytes P1, and cells treated with TGF-β2 at T14. *n* = 3. The data represent the mean ± SD. One-way ANOVA followed by Tukey’s multiple comparison test. *p < 0.05, **p < 0.01, ****p < 0.0001. Scale bars, 100 μm **(B)** and 200 μm **(D)**.

### Inverse Relationship Between TGF-β2-Driven Tenogenic Differentiation and Chondrogenic Differentiation

Mesodermal progenitors are multipotent and differentiate into mesenchymal cells, including tenocytes and ligamentocytes. We detected the accumulation of type I or III collagen fibers stained with Picrosirius Red (PSR), lipids stained with Oil red O (OR), cartilage nodules stained with Alcian blue (AB), osteogenic regions showing ALP activity, and calcified regions stained with Alizarin red (AR) in control wells at T12 (Figure 4A). Upon tenogenic induction by treatment with TGF-β2, type I or III collagen fibers copiously accumulated in the culture, whereas the formation of AB-stained cartilaginous nodules was completely suppressed (Figure 4A). Notably, chondrogenic differentiation was observed in all wells, except for those treated with TGF-β2 (Supplementary Figure S3). We further examined the dose-dependent effects of TGF-β2 on chondrogenic and tenogenic differentiation. With increasing concentrations of TGF-β2, the AB-stained cartilaginous areas decreased, while GFP or Tnmd^+^ tenogenic areas increased (Figures 4B,C). During limb tendon development, TGF-β signaling is mediated by the intracellular phosphorylation of Smad2/3 (Havis et al., 2014). Phosphorylation of Smad3 was observed in GFP^+^ cells treated with TGF-β2 at T3. In contrast, pSmad3 was not detected in GFP-negative cells in the control well or in cells treated with both TGF-β signal inhibitor SB431542 (SB) and TGF-β2 (Figure 4D). While the addition of TGF-β2 increased the number of GFP^+^ cells and GFP^+^/Sox9^+^ cells, many Sox9^+^ cells were observed among the control cells or the cells treated with TGF-β2 and SB (Figure 4F). *EGFP* expression at T10 was almost completely suppressed by the inhibition of TGF-β signaling (Figure 4G). Conversely, the inhibition of endogenous and exogenous TGF-β led to chondrogenic differentiation (Figures 4G,H). These results clearly indicated an inverse relationship between tenogenesis and chondrogenesis regulated by TGF-β signaling.

**FIGURE 4:**
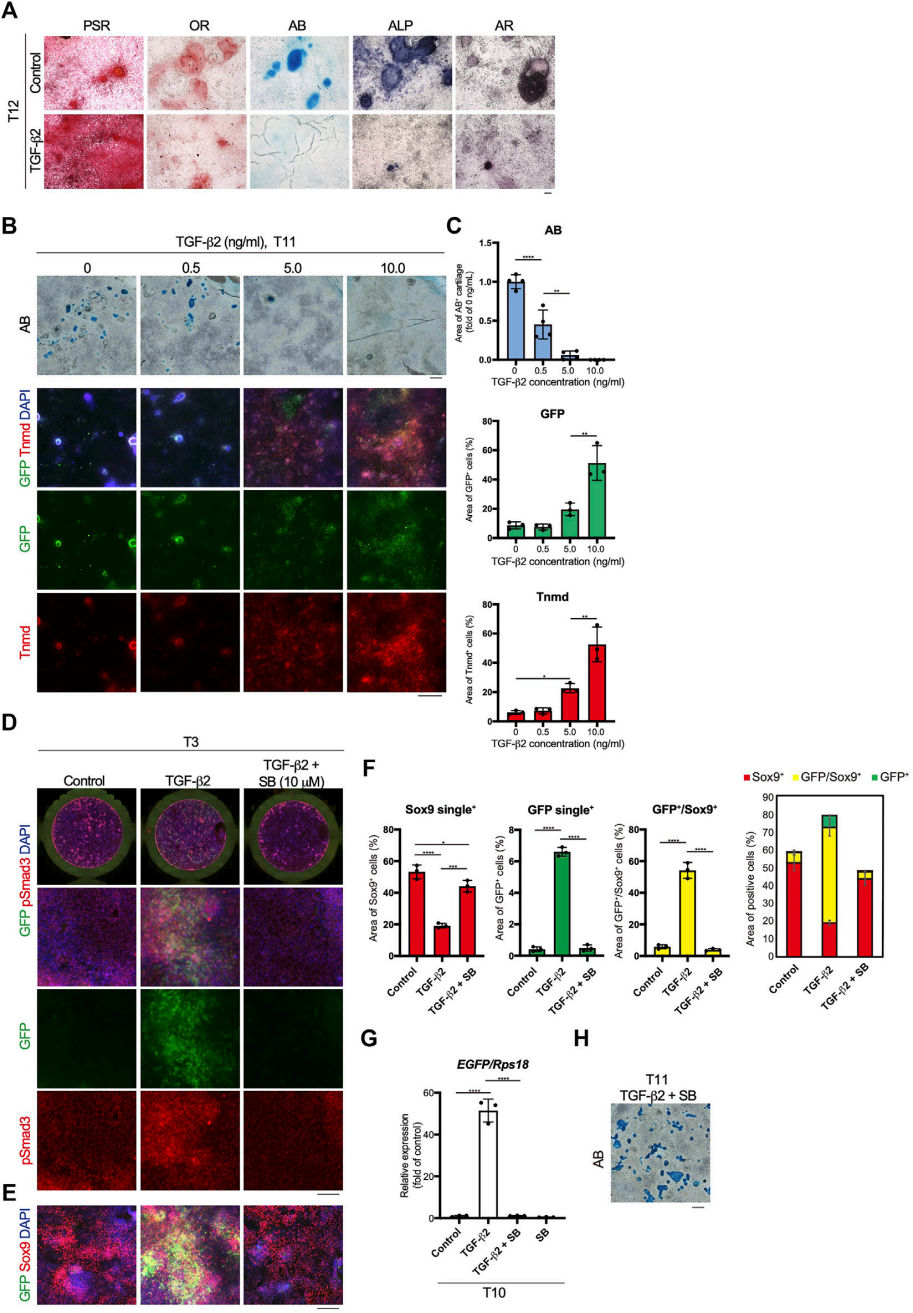
Inverse relationship between TGF-β2-dependent tenogenic and chondrogenic differentiation. **(A)** Staining with Picrosirius Red (PSR), Oil red O (OR), Alcian blue (AB), alkaline phosphatase (ALP), and Alizarin red (AR) in control and cells treated with TGF-β2 at T12. **(B)** Dose-dependent effects of TGF-β2 on tenogenic and chondrogenic differentiation. AB staining or immunofluorescent staining for GFP and Tnmd in cells treated with various concentrations of TGF-β2 at T11 are shown. **(C)** Quantitative analysis of AB (*n* = 4), GFP^+^ (*n* = 3), and Tnmd^+^ (*n* = 3) areas. **(D)** Immunofluorescent staining for GFP and phosphorylated Smad3 (pSmad3) of control, TGF-β2-treated, and TGF-β2 and SB431542 (SB)-treated cells at T3. Merged images of the whole culture wells (top panels) and magnified images (lower panels) are shown. **(E)** Immunofluorescent staining for GFP and Sox9 of control, TGF-β2-treated, and TGF-β2 and SB-treated cells at T3. **(F)** Quantitative analysis of GFP^+^ (*n* = 3), GFP^+^/Sox9^+^ (n = 3), and Sox9^+^ (*n* = 3) areas. The combined graph of each area is shown on the far right. **(G)** The expression levels of *EGFP* in control and cells treated with TGF-β2, TGF-β2 with SB, and SB at T10. *n* = 3. **(H)** Chondrogenic differentiation of cells treated with TGF-β2 and SB at T11. Cartilaginous areas were stained with AB. The data represent the mean ± SD. One-way ANOVA followed by Tukey’s multiple comparison test. *p < 0.05, **p < 0.01, ****p < 0.0001. Scale bars, 100 μm **(A and D)**, 200 μm **(E)**, and 500 μm **(B and H)**.

### Dynamics of Tenogenic Differentiation Induced by TGF-β2

The time course of tenogenic differentiation was examined next. The cell morphology changed markedly during induction by TGF-β2. Green fluorescence was clearly detected at T3 and was maximum at T7 (Figure 5A). *EGFP* expression was correlated with the intensity of green fluorescence (Figures 5A,B). The expression levels of genes related to pluripotency—*Nanog homeobox* (*Nanog*) and *SRY-box 2* (*Sox2*)—were highest in iPSCs and decreased with mesodermal induction (Figure 5C). Expression of the mesodermal marker genes *brachyury* (*T*) and *Mixl1* was highest at M4 (Figure 5C). *Sox9* expression was elevated at T1 just prior to tenogenic induction (Figure 5C), consistent with the expression during axial and appendicular tendon development (Sugimoto et al., 2013a). The *Scx*, *Mkx*, *Tnmd*, *early growth response 1* (*Egr1*), and *Col1a2* tenogenic markers were dramatically upregulated upon tenogenic induction (Figure 5C). *Egr1* is a zinc finger transcription factor that positively regulates the expression of *Col1a1* (Lejard et al., 2011). Interestingly, the expression of *Scx*, *Mkx*, and *Tnmd* decreased after T7, while *Egr1* was upregulated until T14 (Figure 5C). The decreased expression of tenogenic marker genes during postnatal tendon maturation has been demonstrated (Yin et al., 2016b; Grinstein et al., 2019). Thus, these gene expression dynamics suggest further maturation of tenocytes at a later time point, although we cannot exclude the possibility that non-tenogenic cells were increased from T7 to T14. Immunofluorescent staining for GFP and Tnmd at T11 revealed the presence of a mixed population of Scx^+^, Scx^+^/Tnmd^+^, and Tnmd^+^ cells (Figure 5D). At T13, fluorescence-activated cell sorting (FACS) analysis revealed a significant increase in the number of Scx^+^, Scx^+^/Tnmd^+^, and Tnmd^+^ cells compared to T0 when the cells were not subjected to tenogenic induction (Figure 5E). The obvious expression of Tnmd protein provided additional evidence of tenocyte maturation, although the induced tenocytes were a heterogeneous population, at least in terms of Scx and Tnmd expression.

**FIGURE 5:**
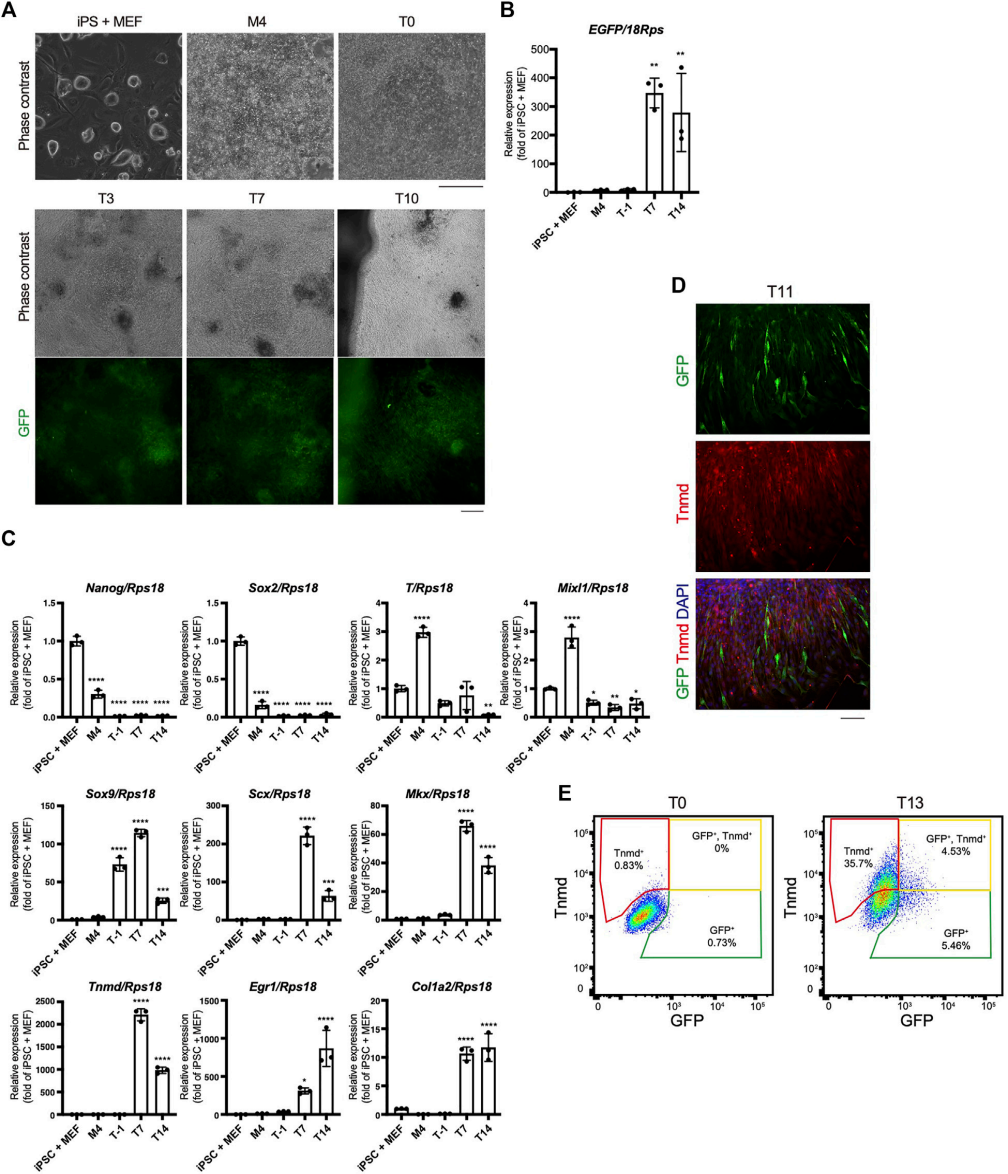
Time course of *in vitro* tenogenic differentiation induced by treatment with TGF-β2. **(A)** Cell morphologies and GFP expression during *in vitro* differentiation from *ScxGFP* iPSCs. **(B)** *EGFP* expression in iPSCs and induced cells at M4, T-1, T7, and T14. *n* = 3. **(C)** The expression levels of marker genes for ESCs (*Nanog*, *Sox2*), mesoderm (*T* and *Mixl1*), sclerotome (*Sox9*), and tendon (*Scx*, *Mkx*, *Tnmd*, *Egr1*, and *Col1a2*) during tenogenic differentiation. *n* = 3. Mean Ct values are shown in Supplementary Table S3. **(D)** Immunofluorescent staining for GFP (green) and Tnmd (red) of induced cells at T11. **(E)** FACS analysis of induced cells at T0 and T13. Green, yellow, and red polygonal regions indicate GFP^+^, GFP^+^/Tnmd^+^, and Tnmd^+^ tenogenic cells, respectively. The data represent the mean ± SD. One-way ANOVA followed by Dunnett’s multiple comparison test. iPSC + MEFs was used as a control group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Scale bars, 200 μm (**A)** and 100 μm **(D)**.

### Identification of Mature Tenocyte Population Induced by TGF-β2 in *ScxGFP* iPSC Culture by scRNA-Seq

We next performed scRNA-seq to further clarify the tenogenic differentiation process. 

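*ScxGFP* iPSC-derived cells were sorted singly into 384-well plates before TGF-β2 treatment (T0) and at T3, T6, and T9. Each time point had 3 plates, which are the replicates here. Libraries were made by CEL-Seq2, in which each captured mRNA molecule carries a unique molecular identifier (UMI), so that copies made by PCR are counted once. The authors aligned the reads to the mouse genome GRCm38, counted the UMIs of each gene in each well, and deposited these counts without normalization. The deposited table holds 41291891 UMIs, and Supplementary Table S2 of the paper lists 45430718, so that a plate has between 86% and 94.7% of the UMIs listed there. Cells with at least 200 detected genes were used. The UMIs of these cells summed to between 1921125 and 4657093 per plate. The median number of UMIs per cell was 10175 at T0, 5703 at T3, 8794 at T6, and 7900 at T9. Expression levels are given in CPM, the UMIs of a gene per 1000000 UMIs of the same cells, and a cell was counted as positive for a gene when it held at least 1 UMI of it. Time points were compared by summing the UMIs of each gene over the cells of a plate and fitting the sums of the 12 plates with the quasi-likelihood model of edgeR, with TMM normalization and Benjamini-Hochberg adjustment. Shares of cells were compared by exact two-sided permutation of the plates. With 3 plates against the other 9 there are 220 splits, and the smallest p they allow is 0.00909. Clusters were rebuilt with Seurat from the counts, since the cluster of each cell was not used here. SCTransform was run with 2000 variable genes and regression of the S and G2M scores, and the first 10 principal components were clustered at a resolution of 0.8. The rebuilt clusters are called R0 to R12 in order of size, and a counterpart of a numbered UMAP cluster was picked by a rule from the genes and time points that the paper gives for that cluster. Supplementary Table S2 also lists the reads without a feature. They made up at least 9% of the reads in all 3 plates of T0, plate 2 of T3, plates 1 and 3 of T6, and plate 3 of T9, and less in the other 5 plates. This difference between plates, called the library split here, was followed because it divides the plates of T3, T6, and T9.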

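Of the 4608 wells, 4594 held a cell with at least 200 detected genes, and 14 did not. These were 1147 cells at T0, 1151 at T3, 1149 at T6, and 1147 at T9. With a minimum of 500 genes, 4552 cells remained. The median number of genes detected per cell was 3558 at T0, 1940 at T3, 2895 at T6, and 2313 at T9. Of the 29632 entries of the table, 3 carried identifiers outside Ensembl and held 0.0642% of the UMIs. They were left out, and 22575 genes were found in more than 3 cells.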

Single cell sorting was performed during tenogenic differentiation and a total of 4,592 cells were analyzed (Figures 6A,B). Uniform manifold approximation and projection (UMAP) clustering revealed 11 distinct clusters (Figure 6C, upper panel). 

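The rebuilt clustering gave 13 clusters of 33 to 685 cells. A resolution of 0.6 gave 12 clusters and a resolution of 1.0 gave 14. The division of the cells moved most with log-normalization in place of SCTransform, under which the adjusted Rand index to the clusters used here was 0.430. Counterparts were picked for clusters 0, 1, 2, 3, 4, 6, 8, 9, and 10. Some clusters came almost wholly from plates on 1 side of the library split. In R1 (639 cells) and R3 (474 cells), 98.6% and 96.4% of the cells came from plates with more reads without a feature. In R0 (685 cells) and R8 (301 cells), only 2.77% and 1.99% did. Mitochondrial genes gave 26.9% and 25.0% of the UMIs of R0 and R8, and 11.8% and 10.3% of those of R1 and R3. CPM is taken over all UMIs, so that a larger mitochondrial share lowers the levels of other genes.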

A gradual temporal change was clearly evident when the differentiation time points were displayed on the UMAP plot (Figure 6C, lower panel). 

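Of the 13372 genes tested with edgeR, 4439 differed between T0 and T3, of which 2279 were higher and 2160 lower at T3. Between T3 and T6, 349 genes rose and 218 fell, 567 in all. Between T6 and T9, 125 genes rose and 92 fell, 217 in all. Over the whole course from T0 to T9, 3155 genes were higher and 2895 lower at T9. The 3 plates of 1 time point lay all above or all below those of the other in 51.2% of the tested genes for T3 against T0, 21.5% for T6 against T3, 17.0% for T9 against T6, and 58.6% for T9 against T0, where chance alone gives 10%. With the library split as a covariate, the counts were 5111, 1483, 813, and 6395 in the same order. Single plates moved the counts of the later steps. For T6 against T3, edgeR called 303 genes without plate 1 of T3, 326 without plate 3 of T3, 291 without plate 1 of T6, 300 without plate 3 of T6, and 890 without plate 2 of T6. For T9 against T6, it called 48, 675, and 44 genes without plates 1, 2, and 3 of T6, and 35, 71, and 852 without plates 1, 2, and 3 of T9. Among the genes with the largest changes, *Col6a2* rose between T0 and T9 by a log2 fold change of 11.10 (standard error 0.40, adjusted p = 3.34e-10, edgeR), and *Igdcc3* changed by -8.21 (standard error 0.46, adjusted p = 9.36e-09, edgeR). Between T6 and T9, *Ccn3* rose by 4.28 on the log2 scale (standard error 0.35, adjusted p = 0.000220, edgeR), *Itgbl1* by 3.96 (standard error 0.39, adjusted p = 0.00189), and *Prokr2* changed by -3.54 (standard error 0.29, adjusted p = 7.53e-05).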

Cluster 9 included the pluripotent marker genes *Tdgf1* (Minchiotti, 2005), *Utf1* (Okuda et al., 1998), and *Sox2* (Avilion et al., 2003), indicating that the cells remained undifferentiated (Figure 6D and Supplementary Figure S4). 

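The counterpart of cluster 9 is R10, with 96 cells, of which 65 came from T0, 15 from T3, 4 from T6, and 12 from T9. It was picked by the levels of *Tdgf1* (ENSMUSG00000032494, chromosome 9, 110939603 to 110946158), *Utf1* (ENSMUSG00000047751, chromosome 7, 139943789 to 139945112), and *Sox2* (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461). *Tdgf1* reached 1294 ± 74.7 CPM (SD, n = 3 plates with at least 10 of these cells), and 97.9% of the cells held its UMIs. *Utf1* reached 1680 ± 260 (SD, n = 3) and *Sox2* 864 ± 154 (SD, n = 3). Pooled over all cells of a cluster, the next highest level was 19.3 CPM for *Tdgf1* (R9), 120.5 for *Utf1* (R12), and 26.3 for *Sox2* (R11). When the cells were clustered without these and the other genes named by the paper, the pooled levels in the counterpart of cluster 9 were 1120, 1477, and 961.1 CPM. All 8 genes of a list of pluripotent markers were detected in at least 10% of the cells of R10 and were highest in this cluster. Its cells had a median of 18118 UMIs, 2.01 times the median of their plates.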

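R12, the counterpart of cluster 10, has 33 cells: 3 from T0, 11 from T6, and 19 from T9. *Srgn* (ENSMUSG00000020077, chromosome 10, 62493833 to 62527451) reached 4014 CPM and was found in 97.0% of these cells. *Tfpi* (ENSMUSG00000027082, chromosome 2, 84432855 to 84476775) reached 876 CPM and was found in 90.9%. No plate held 10 of these cells, so there is no error over plates. The same levels were found when these genes were left out of the clustering. Of 10 endothelial markers, 3 were found in at least 10% of the cells (*Kdr*, *Esam*, and *Egfl7*), and 3 were higher here than in any other cluster, against 4 that were highest in R10. Of 14 markers of parietal endoderm, a tissue of the early embryo that lays down a thick basement membrane, all 14 were found in at least 10% of the cells and 13 were highest here, among them *Lama1*, *Col4a1*, and *Col4a2*. Detection alone says less, since 8 of the 14 also passed 10% in each of R1, R2, R3, and R6. Of 7 epithelial markers, 6 were found in R12. No list for other kinds of endoderm was tested.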

Cluster 10 appeared to be endothelial cells because this cluster was characterized by the expression of endothelium-associated genes that included *Srgn* (Kulseth et al., 1999), *Tfpi* (Ameri et al., 1992), and basement membrane genes (Figure 6D and Supplementary Figure S4). We did not examine these clusters any further, and focused on the tenogenic differentiation pathway. 

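R7, the counterpart of cluster 1, has 366 cells, of which 329 came from T3. *Aldh1a2* (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) stood at 364 ± 141 CPM in R7 (SD, n = 4 plates with at least 10 of these cells). Pooled over cells, it was highest there at 394 CPM, followed by 217 in R6, the counterpart of cluster 4. *Acta2* (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) stood at 1214 ± 304 CPM in R7 (SD, n = 4) and ranked 5 of 13 by its pooled level. Its highest level was 4544 ± 153 (SD, n = 3) in R8, the counterpart of cluster 6. Without the named genes in the clustering, *Aldh1a2* was again highest in the counterpart of cluster 1 (344.5 CPM) and *Acta2* ranked 6 there (1506) and 3 in the counterpart of cluster 6 (2200). In whole plates, *Aldh1a2* rose from T0 to T3 by 0.77 on the log2 scale (standard error 0.25, adjusted p = 0.0329, edgeR). This rise was not past the threshold without plate 1 of T0 (0.56, adjusted p = 0.125), plate 1 of T3 (0.73, adjusted p = 0.0843), or plate 3 of T3 (0.75, adjusted p = 0.0858) in edgeR. *Acta2* rose by 1.63 from T0 to T3 (standard error 0.26, adjusted p = 0.000350, edgeR) and by 1.33 from T3 to T6 (standard error 0.26, adjusted p = 0.00980), of which the second was not past the threshold without plate 1 of T3 (1.27, adjusted p = 0.0523).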

Cluster 1 included *Aldh1a2* and *Acta2* (Figures 6D,E, and Supplementary Figure S4). Aldh1a2 is a major retinoic acid (RA) generating enzyme that has been reported in tendon precursors of chicken embryos (Berggren et al., 2001). Although *Acta2* is not expressed in tenocytes, lineage tracing studies have demonstrated that tenocytes are derived from *Acta2* ^+^ progenitors during postnatal growth (Dyment et al., 2014). Therefore, cluster 1 appears to represent early tenogenic progenitors. 

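*Scx* (ENSMUSG00000034161) lies on chromosome 15 from 76457452 to 76459458, within the span of *Bop1* on the opposite strand, and their exons share 0 bases. The counterpart of cluster 3 is R4 (455 cells, 434 of them from T3) and that of cluster 2 is R5 (393 cells, 296 from T3), whose leading genes, such as *Ube2c* and *Aurkb*, are genes of dividing cells. *Scx* stood at 1062 ± 88.4 CPM in R4 (SD, n = 4 plates) and 780 ± 103 in R5 (SD, n = 4). Pooled over cells, these were the highest levels of the 13 clusters at 1047 and 791 CPM, followed by 558 in R1. They were 1002 and 754 when the named genes were left out of the clustering. *Scx* UMIs were found in 87.0% of the cells of R4, at a median of 4733 UMIs per cell, and in 84.7% of those of R5, at a median of 7981. As a background, 17 of the 61 cells of T3 to T9 in the counterparts of clusters 9 and 10 (27.9%) held *Scx* UMIs at a median of 17067 UMIs per cell. *Tgfb2* (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989) stood at 317 ± 113 CPM in R4 (SD, n = 4) and 163.5 ± 15.9 in R1 (SD, n = 4), the next highest cluster.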

*Scx* ^+^ cells were enriched in clusters 2 and 3, and *Tgfb2* was enriched in cluster 3. The findings indicated that clusters 2 and 3 represent differentiating tenogenic cells (Figures 6D,E, and Supplementary Figure S4). Given that tenocytes are derived from Scx^+^/Sox9^+^- or Scx^+^/Sox9^-^-lineage cells, whereas ligamentocytes are descendants of Scx^+^/Sox9^+^-lineage cells (Sugimoto et al., 2013a; Huang et al., 2019), we examined the expression status of *Scx* and *Sox9*. Upon treatment with TGF-β2, the *Scx* ^*+*^ */Sox9* ^*+*^ cell population expanded significantly in association with the marked increase in the *Scx* ^*+*^ cell population, while the *Sox9* ^*+*^ cell population was diminished (Figure 4F and Supplementary Figure S5). These results provided evidence that our induction protocol can generate tenogenic and ligamentogenic progenitor populations, allowing monitoring of the tendon/ligament formation process during development. 

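*Sox9* (ENSMUSG00000000567) lies on chromosome 11 from 112782224 to 112787760. *Scx*+/*Sox9*+ cells made up 3.14% ± 0.780 of the cells at T0 (SD, n = 3 plates), 23.6% ± 6.85 at T3, 34.7% ± 8.57 at T6, and 11.2% ± 3.00 at T9. The mean at T0 was 20.1 percentage points below that of the other plates (exact permutation test of 3 plates against 9, p = 0.00909). With every cell thinned to 3000 UMIs, the shares were 0.368% ± 0.638 at T0 (SD, n = 3), 16.15% ± 3.09 at T3, 15.37% ± 4.42 at T6, and 4.88% ± 2.11 at T9, so that the rise from T3 to T6 is not seen at equal depth. Among plates with more reads without a feature, the difference with all UMIs was -27.2 points (exact permutation test, p = 0.0571, the smallest these plates allow). *Sox9*+ cells without *Scx* made up 48.6% ± 1.76 (SD, n = 3) of the cells at T0, and fell to 4.61% ± 1.49 at T3, 6.79% ± 2.32 at T6, and 12.6% ± 2.47 at T9. T0 lay 40.6 points above the other plates by the same test (exact permutation test, p = 0.00909), and 39.3 points above them within that side of the library split. Counted with or without *Scx*, 51.7% ± 2.38 of the cells at T0 and 28.2% ± 7.87 at T3 were *Sox9*+ (SD, n = 3). The summed expression of *Sox9* was not detectably different between these time points (log2 fold change -0.14, standard error 0.20, adjusted p = 0.628, edgeR). In the counterparts of clusters 9 and 10, taken as the background, 27 of 68 cells at T0 (39.7%, median 18080 UMIs) and 19 of 61 cells at T3 to T9 (31.1%) held *Sox9* UMIs. The remaining cells had a median of 9940 UMIs at T0. After thinning every cell to 3000 UMIs, 5.88% of these T0 background cells and 31.5% of the remaining T0 cells were *Sox9*+.

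**Figure D1:**
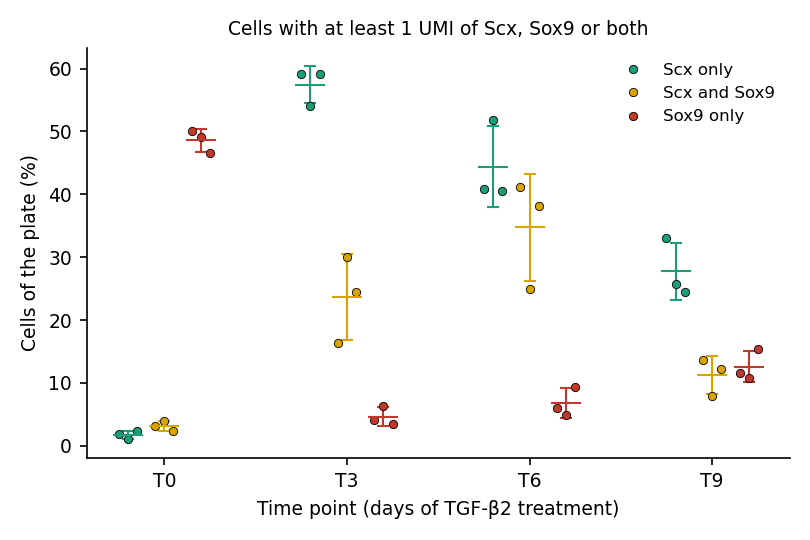
Percent of the cells of each plate (y axis) that held UMIs of *Scx* alone, of both genes, or of *Sox9* alone, by time point (x axis). Points are plates, horizontal lines are means, and error bars are SD (n = 3). With all UMIs, cells with both genes go from 3.14% at T0 to 23.6% at T3.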

Among the UMAP clusters, cluster 6 was notable because it was highly enriched for known tendon genes. The top five enriched genes in cluster 6 were highly upregulated during tendon development (Figure 6E) (Havis et al., 2014). Thus, cluster 6 is likely a mature tenocyte population. 

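As the counterpart of cluster 6, R8 was picked. *Tnmd* (ENSMUSG00000031250, chromosome X, 133850980 to 133865577) stood at 273 ± 109 CPM in R8 (SD, n = 3 plates) and 77.8 ± 42.5 in R3 (SD, n = 4), the next highest cluster. Pooled over cells, R8 had 285 CPM, and 359 when the named genes were left out of the clustering. *Tnmd* UMIs were found in 31.2% of the cells of R8, at a median of 9055 UMIs per cell, against 6 of 61 background cells of T3 to T9 (9.84%). All 10 genes of a list of tenocyte markers were found in at least 10% of the cells of R8 and 6 were highest there, whereas the other 4 were highest in R3. Of 6 smooth muscle markers, 5 were found in at least 10% of the cells and 3 were highest there. Plates 1 and 2 of T9 gave 132 and 98 of its cells and plate 2 of T6 gave 54. These plates have fewer reads without a feature, whereas plate 3 of T9 gave 4 cells and plates 1 and 3 of T6 gave 2 and 0.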

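In R0, the counterpart of cluster 0, *Scx* stood at 240 CPM over all cells, 15 of which came from T3, 194 from T6, and 475 from T9. Without the named genes in the clustering, the level in the counterpart of cluster 0 was 124.3 CPM. *Scx* UMIs were found in 45% of its cells, at a median of 7289 UMIs per cell. R5, the counterpart of cluster 2, came mostly from T3. Only plate 2 of T6 held at least 10 cells of both, so that there is no error over plates and no test. In this plate, *Scx* stood at 625.9 CPM in the 77 cells of R5 and 618.5 in the 187 cells of R0. The difference of 7.38 has a 95% counting interval of -64.1 to 78.9, which covers counting error only. In the same plate it was 332 CPM with another seed of the clustering, 314.2 without the named genes, and 470.0 with log-normalization. It was 334.5 at a resolution of 1.0 and 406.2 without cell cycle regression, but -111 without the fourth principal component. Under these settings the cells fell into other clusters. In the 3 plates of T9, *Scx* was lower in the cells of R0 than in the other cells of the plate: 125 against 304 CPM in plate 1, 79.0 against 172 in plate 2, and 49.2 against 161 in plate 3. This too depends on the clustering, since at a resolution of 0.6 the counterpart had 166.5 CPM in plate 3 and the other cells 104.9. All 8 genes of a list of fibroblast markers were found in at least 10% of the cells of R0, and 2 were highest there, against 4 in R3.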

Although cluster 0 is in close proximity to cluster 6, the expression levels of *Scx* in cluster 0 were low compared with those in cluster 2 (Figure 6E). Therefore, tenogenic differentiation appears to proceed primarily through cluster 2 and cluster 0 seems to be enriched in general fibroblasts.

**FIGURE 6:**
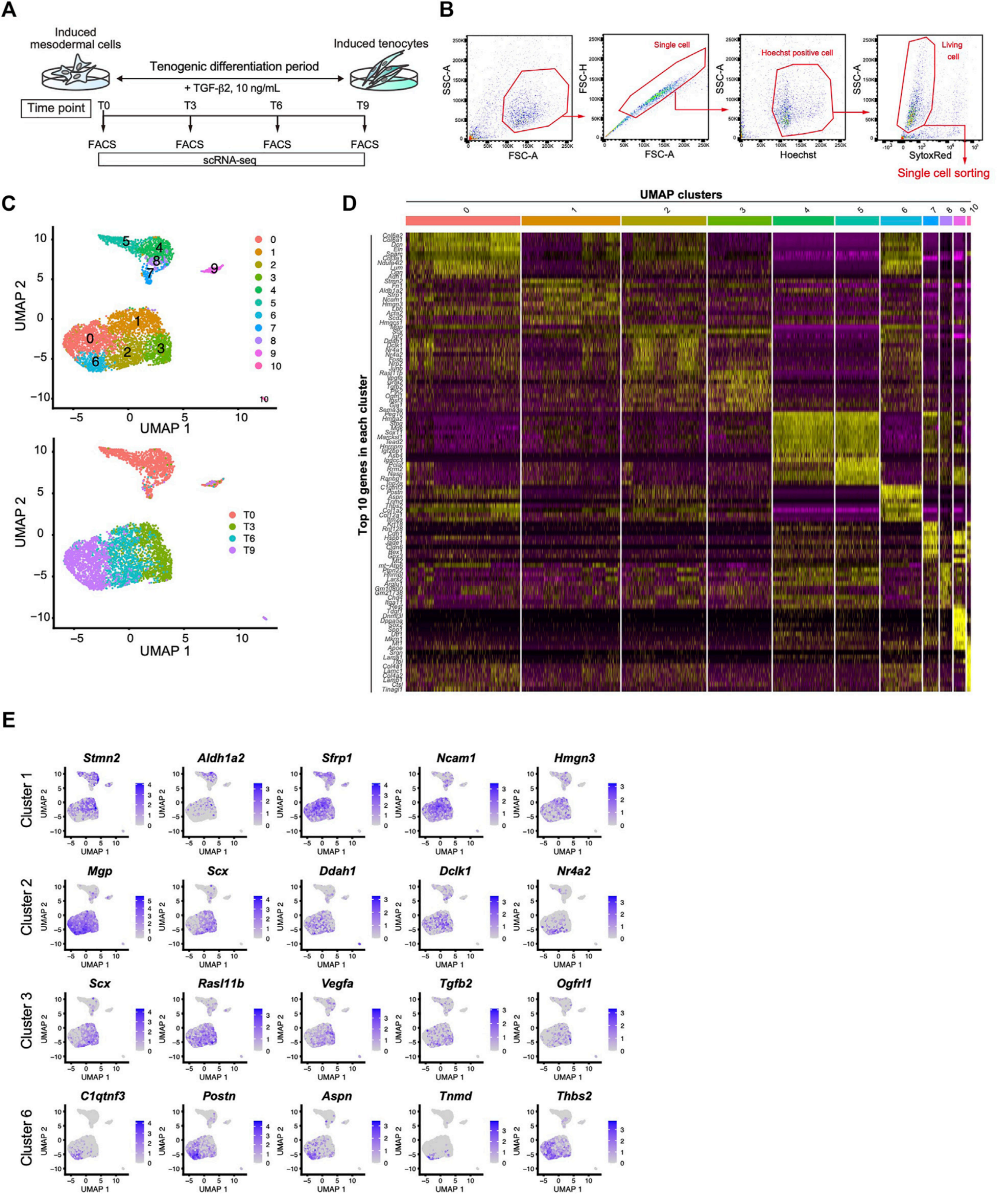
Identification of the mature tenocyte population in the TGF-β2-induced *ScxGFP* iPSC culture by Single-cell RNA sequencing. **(A)** Time schedule for cell isolation by FACS. Cells isolated by trypsinization were subject to FACS at T0 (before TGF-β2 treatment), T3, T6, and T9. **(B)** Gating strategy for single-cell sorting. Hoechst^+^, doublet- and dead cell-excluded cells were sorted to 384 well plates. **(C)** UMAP plot generated from data of 4,592 cells. Upper panel shows 11 distinct clusters. Lower panel shows each time point displayed on UMAP plot. **(D)** A heatmap showing the expression of the top 10 representative genes in each UMAP cluster. **(E)** UMAP plots showing the expression of the top five representative genes in cluster 1, 2, 3, and 6. Expression levels are expressed by blue to gray gradient color.

### scRNA-Seq Reveals Tenogenic Differentiation Trajectory

We next used another dimensionality reduction method, the potential of heat diffusion for affinity-based transition embedding (PHATE) (Moon et al., 2019), to accurately visualize the data structure of the differentiation pathway. When UMAP clusters were displayed on the PHATE plot, two end points were clearly revealed with cluster 6 located at one edge and cluster 4 located at another edge (Figure 7A). The edge of cluster 6 was highlighted by *Tnmd*, whereas the edge with cluster 4 was highlighted by *Hmga2* and *Sox11* expression (Figure 7B and Supplementary Figure S4). These genes have been reported as characteristic transcription factors of MSCs (Kubo et al., 2009). 

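*Tnmd* was not detected at T0, where 0 of 12691879 UMIs came from it. Against the level that 3 UMIs at T0 would give, it was at least 36.4-fold higher at T3, 291-fold at T6, and 450.0-fold at T9. It rose from T3 to T6 by 3.05 on the log2 scale (standard error 0.49, adjusted p = 0.00463, edgeR), and its change from T6 to T9 was within the spread between plates (0.92, standard error 0.40, adjusted p = 0.295). Without a filter on low counts, the same change of *Tnmd* (0.91) was past the threshold (adjusted p = 0.00787, edgeR). *Hmga2* (ENSMUSG00000056758, chromosome 10, 120361275 to 120476469) went from 1839 ± 356 CPM at T0 (SD, n = 3 plates) to 414 ± 63.3 at T3, 186 ± 42.5 at T6, and 46.9 ± 16.9 at T9. Its log2 fold change from T0 was -1.93 at T3 (standard error 0.20, adjusted p = 8.57e-06, edgeR) and -4.85 at T9 (standard error 0.23, adjusted p = 2.47e-09). *Sox11* (ENSMUSG00000063632, chromosome 12, 27334264 to 27342574) went from 1046 ± 98.9 CPM at T0 (SD, n = 3) to 458 ± 122, 217 ± 73.9, and 85.9 ± 52.8. Its log2 fold change from T0 was -0.99 at T3 (standard error 0.25, adjusted p = 0.00834, edgeR) and -3.20 at T9 (standard error 0.27, adjusted p = 6.20e-07). The counterpart of cluster 4 is R6 (382 cells, all from T0), with 2100 ± 372 CPM of *Hmga2* and 1244 ± 136 of *Sox11* (SD, n = 3). R2, another cluster that was 98.3% T0 cells, had similar levels, 2194.5 ± 328.5 and 1193 ± 98.4 (SD, n = 3). In R8, *Hmga2* stood at 84.4 ± 79.2 and *Sox11* at 63.8 ± 25.7 (SD, n = 3).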

The findings provided evidence that the edges with cluster 4 and cluster 6 represent the beginning and end, respectively, of the differentiation pathway. 

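R9, the counterpart of cluster 8, has 142 cells, of which 84 came from T0, 14 from T3, 26 from T6, and 18 from T9. Among the clusters of mostly T0 cells it was picked for the highest pooled *Scx*, which came wholly from its T3 to T9 cells. In T0 cells alone, *Scx* stood at 0 CPM in R9, and at 42.3, 34.4, and 15.5 in R11 in plates 1, 2, and 3. Its T0 cells were shallow, with a median of 1896 UMIs, 0.171 times the median of the other cells of their plates. Of these 84 cells, 68 (81.0%) had at least 1 cell of T3 to T9 among their 20 nearest neighbors on the principal components. The same was found for 3.74% of the 535 T0 cells of R2 and 0.785% of the 382 cells of R6, but also for 55.4% of the 65 T0 cells of R10 and 58.4% of the 77 of R11. The mean share of T3 to T9 cells among the neighbors was 11.9% in R9, 12.5% in R10, and 4.94% in R11. Mitochondrial genes gave 38.5% ± 2.88 of the UMIs of the T0 cells of R9 (SD, n = 3 plates) and 13.4% ± 1.19 in the other T0 cells.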

We also noticed that cluster 8 bridged the gap between the T0 cluster and the T3-T9 cluster that was disconnected in the UMAP plot (Figure 7A lower panel and 6C). 

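The T0 cells of R9 were compared with the other T0 cells in UMIs. The 44 collagen genes made up 974.8 ± 170 CPM in the T0 cells of R9 (SD, n = 3 plates) and 1669 ± 60.4 in the other T0 cells, and were lower in R9 in all 3 plates. These rest on 196 collagen UMIs in the 84 cells. Part of the difference, and possibly most of it, comes from the larger mitochondrial share in R9, since CPM is taken over all UMIs. The level over the other UMIs was not computed, so that lower collagen expression does not follow. Of the 50 genes that led R9 against the other T0 cells in SCTransform-corrected counts, 39 were also higher in CPM. Many of these 39 are mitochondrial genes. The matrix genes *Lum* and *Postn* are also among them, with UMIs in 3 and 1 of the 84 cells. The 11 that were not higher in CPM are *Scx* and 10 further genes of the matrix. These 10 are *Col1a1*, *Col1a2*, *Col6a1*, *Col6a2*, *Eln*, *Lox*, *Dcn*, *Bgn*, *Mfap4*, and *Mgp*. Of the 11, 7 had 0 UMIs in these 84 cells. One of these is *Mgp*, which had corrected counts above 0 in 81 of the 84 cells. It was singled out after its values were seen.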

Gene ontology (GO) analysis indicated that cluster 8 was enriched for genes categorized in the GO terms of connective tissue structure and extracellular matrix organization (Figure 7C). The expression status of *Scx* and *Tnmd* was examined to better understand the progression of tenogenic differentiation. Induced cells first became *Scx* ^+^ followed by the emergence of *Scx* ^+^/*Tnmd* ^+^ cells and *Tnmd* ^+^ cells appeared lastly (Figure 7D, upper panel). This progression is consistent with *in vivo* tendon development, where Scx acts as an upstream transcriptional activator of Tnmd (Shukunami et al., 2006; Shukunami et al., 2018) and its expression diminishes as the tendon matures (Yin et al., 2016b; Grinstein et al., 2019). 

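*Scx*+ cells without *Tnmd* made up 4.88% ± 0.148 of the cells at T0 (SD, n = 3 plates), 78.3% ± 4.65 at T3, 66.7% ± 2.84 at T6, and 30.1% ± 3.91 at T9. *Scx*+/*Tnmd*+ cells were 0 of 1147 at T0, which allows a share of cells with both UMIs of up to 0.262%. They made up 2.78% ± 0.305 at T3 (SD, n = 3), 12.4% ± 3.81 at T6, and 8.90% ± 3.47 at T9. The mean of the later plates was 8.01 percentage points higher (exact permutation test of 3 plates against 9, p = 0.00909). *Tnmd*+ cells without *Scx* were 0 of 1147 at T0, 1 of 1151 at T3, and 5 of 1149 at T6. At T9 they made up 4.62% ± 1.75 (SD, n = 3), above the 0.174% in the other 9 plates (exact permutation test, p = 0.00909), and the difference was 4.05 points within the sides of the library split (p = 0.0286 in the exact test). Plates of T0 lie on 1 side of the library split only. Within that side, the difference in double-positive cells was -8.56 points (exact permutation test, p = 0.0571, the smallest these plates allow). In all, 155 cells at T9 and 147 at T6 held *Tnmd* UMIs. In the background cells of T3 to T9, *Tnmd* stood at 6.56 CPM, against 68.5 CPM in the remaining cells of these time points, and after thinning to 3000 UMIs 0 of the 61 background cells held one, which allows a share of up to 5.87% (exact 95% limit). From the order in which these classes appeared, the paper proposes that the induced cells progress as tendon cells do *in vivo*, where *Scx* acts upstream of *Tnmd* and then diminishes.

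**Figure D2:**
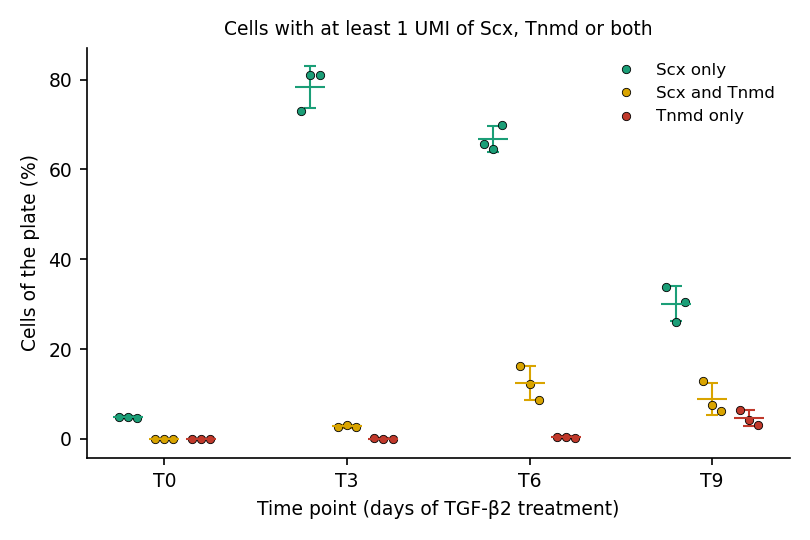
Percent of the cells of each plate (y axis) that held UMIs of *Scx* alone, of both genes, or of *Tnmd* alone, by time point (x axis). Points are plates, horizontal lines are means, and error bars are SD (n = 3). Cells with *Tnmd* alone reach 4.62% at T9.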

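None of the 84 T0 cells of R9 held a *Scx* UMI, which allows a share of cells with a UMI of up to 3.57%. Of the other T0 cells, 56 of 1063 did (5.27%, exact 95% interval 4.00 to 6.79). Their UMIs per cell differ, and at the same depth of 3000 UMIs the shares were 0 of 20 cells and 2.00%. Counted over all time points, 26 of the 142 cells of R9 held *Scx* UMIs (18.3%), all of them from T3 to T9. In SCTransform-corrected counts, 61 of the 84 T0 cells of R9 had a *Scx* count above 0 (72.6%, exact 95% interval 61.8 to 81.8), against 41 of the 1063 other T0 cells (3.86%). This count was added after the data were seen. At T0, the counterparts of clusters 9 and 10 held *Scx* UMIs in 0 of 68 cells.

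**Figure D3:**
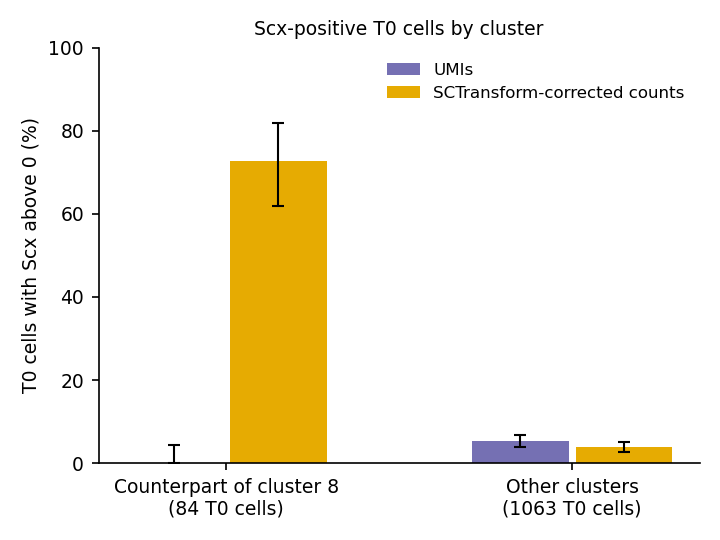
Percent of T0 cells positive for *Scx* (y axis) in the counterpart of cluster 8 and in the other T0 cells, in UMIs and in SCTransform-corrected counts (x axis). Bars are shares over cells of all 3 plates and error bars are exact 95% intervals. The share in the counterpart of cluster 8 is 0 in UMIs and 72.6% in corrected counts.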

Interestingly, most of cluster 8 consisted of *Scx* ^+^ cells, unlike the other T0 components, that is, clusters 4, 5, and 7 (Figure 7D, lower panel). These findings suggest that cluster 8 represents the transition population toward the tenogenic lineage. When *Scx*/*Tnmd* expression status was displayed on the PHATE plot, a clear differentiation trajectory was observed (Figure 7E). 

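*Scx*+ cells, with or without *Tnmd*, made up 81.1% ± 4.81 of the cells at T3 (SD, n = 3 plates), 79.1% ± 2.60 at T6, and 39.0% ± 6.79 at T9. The mean at T3 was 40.1 percentage points above that of the other 9 plates (exact permutation test, p = 0.0545), and 38 points within the sides of the library split (p = 0.0571). The exact p was 0.0364 without plate 1 of T3, plate 1 of T6, or plate 3 of T6. Without any other single plate it was farther from the threshold, up to 0.182. The difference between T3 and T6, 1.95 points, was within the spread between plates (exact permutation test, p = 0.6), and T9 lay 42.1 points below T3 (p = 0.1, the smallest that 3 plates against 3 allow in this exact test). Cells at T3 had fewer UMIs than at the other time points. When each cell was thinned to 3000 UMIs, the shares were 71.0% at T3, 59.0% at T6, and 25.2% at T9, and T3 lay 42.4 points above the other plates (exact permutation test, p = 0.00909). Thinning left out 76 shallower cells at T0, 113 at T3, 68 at T6, and 36 at T9. Of the 61 background cells of T3 to T9, 6.56% held *Scx* UMIs after thinning.

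**Figure D4:**
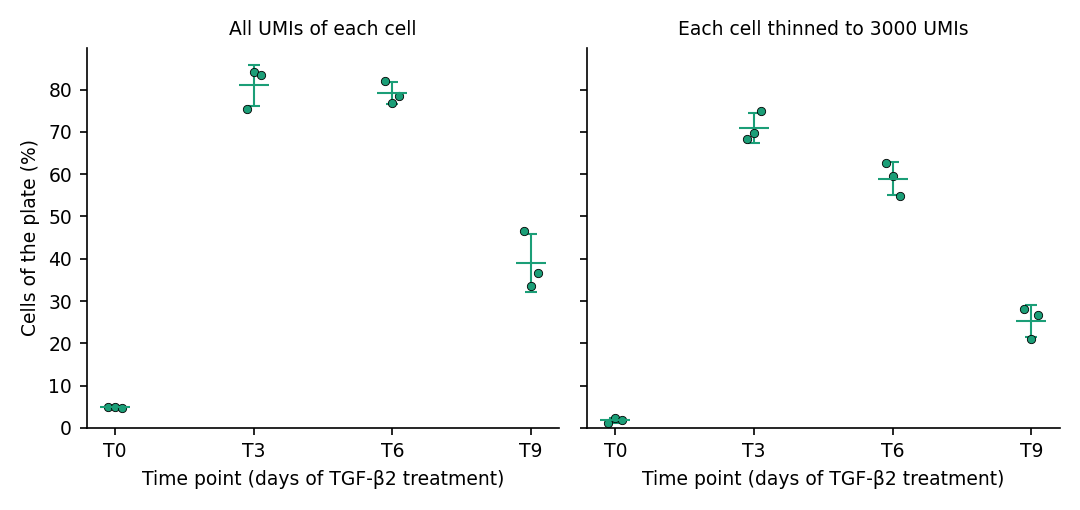
Percent of the cells of each plate with *Scx* UMIs (y axis) by time point (x axis), with all UMIs (left) and after thinning to 3000 UMIs per cell (right). Points are plates, horizontal lines are means, and error bars are SD (n = 3). T3 and T6 stand at 81.1% and 79.1% on the left and at 71.0% and 59.0% on the right.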

The results of scRNA-seq also showed that the number of *Scx* ^*+*^ cells was maximal at T3 (Figure 7D). Therefore, we waited for 24 h for the accumulation of the GFP protein and examined the maximum induction efficiency of GFP^+^ cells using FACS at T4. In T4, 66.23% of the cells were GFP^+^ (Figure 7F).

**FIGURE 7:**
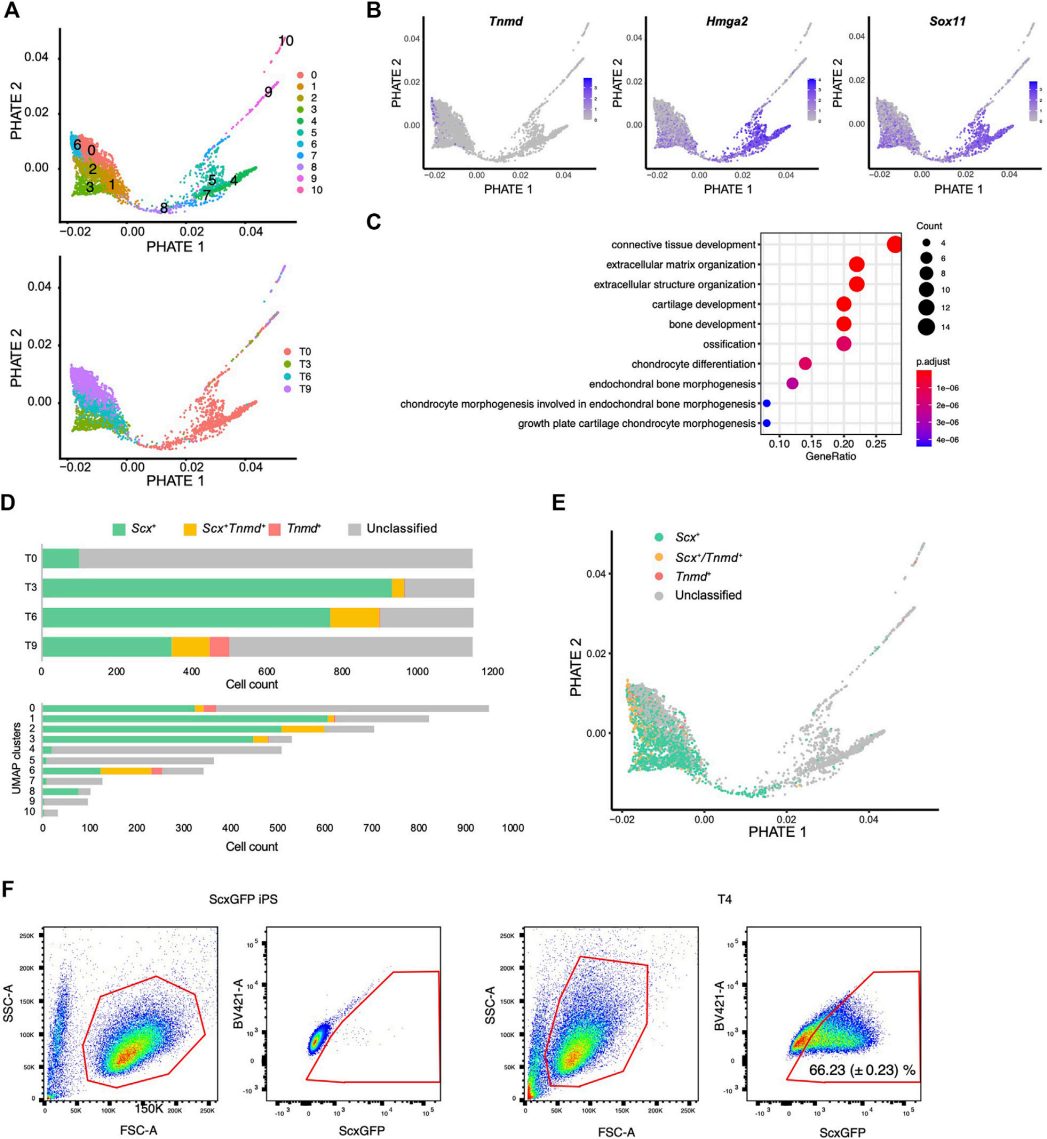
Single-cell RNA sequence analysis reveals the tenogenic differentiation trajectory. **(A)** PHATE plots displaying 11 UMAP clusters (upper) and each time point (lower). **(B)** PHATE plots showing *Tnmd*, *Hmga2*, and *Sox11* expression. The expression levels are expressed by blue to gray gradient color. **(C)** GO analysis for top 50 genes enriched in a cluster 8 against cluster 4, 5, and 7. **(D)** Number of *Scx* ^+^ (green), *Scx* ^+^/*Tnmd* ^+^ (double^+^, yellow), and *Tnmd* ^+^ (red) cells in each time point (upper) or UMAP clusters (lower) is shown. **(E)** PHATE plot showing *Scx*/*Tnmd* expression status. **(F)** Induction efficiency of GFP^+^ cells, as investigated by FACS analysis. *ScxGFP* iPS cells were used as the negative controls (left two panels). T4 cells undergoing differentiation induction were used for the analysis (right two panels). The data represent the mean SD (*n* = 3). The red polygons enclose the analyzed cells.

### Retinoic Acid Negatively Regulated Induction of Scx^+^ Cells Possibly Through a Cell Autonomous Manner

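*Aldh1a2* UMIs were found in 56.8% of the 366 cells of R7, the counterpart of cluster 1, at a median of 5741 UMIs per cell. The T0 clusters R2 and R6 held them in 52.0% and 48.7% of their cells, at medians of 11613 and 8359 UMIs. R5, the counterpart of cluster 2, followed with 38.9%. By level, R7 had 364 ± 141 CPM of *Aldh1a2* (SD, n = 4 plates), and the T0 clusters R2 and R6 had 175 ± 24.5 and 219 ± 80.7 (SD, n = 3 plates each). In the background cells, *Aldh1a2* stood at 22.3 CPM at T0 and 11.2 at T3 to T9.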

We focused on retinoic acid (RA) signaling because of specific *Aldh1a2* expression in early tenogenic progenitors (cluster1) (Figure 6E). To examine the effects of RA signaling during tenogenic differentiation, we used all-trans retinoic acid (ATRA) and BMS493, a pan-retinoic acid receptor inverse agonist, in the presence or absence of TGF-β2. Upon addition of ATRA, GFP^+^ areas were significantly reduced compared with those of control (Figures 8A,B). ATRA also suppressed the induction of GFP^+^ cells by TGF-β2 to basal levels (Figures 8A,B). In contrast, even in the absence of TGF-β2, BMS493 increased GFP^+^ areas (Figures 8A,B). BMS493 alone upregulated *Scx* and all chondrogenic markers including *Sox9* but other tenogenic markers were not induced (Figure 8C), suggesting the induction of entheseal chondrocytes derived from Scx^+^/Sox9^+^ cells (Sugimoto et al., 2013a). More GFP^+^ cells were induced by adding BMS493 in the presence of TGF-β2 (Figure 8B). TGF-β2 alone upregulated early tenogenic markers (*Scx*) as well as a late tenogenic marker (*Tnmd and Col1a2*). Interestingly, both tenogenic (*Scx*, *Tnmd*, and *Mkx*) and chondrogenic (*Sox9*, *Acan*, *Col2a1*, and *Col11a1*) markers were significantly upregulated when BMS493 and TGF-β2 were added (Figure 8C). Since ATRA has been reported to suppress fibrocartilage differentiation (Kaji et al., 2021) which is characterized by induction of cells simultaneously expressing *Col1* and *Col2* but negative for *Tnmd* (Benjamin and Evans, 1990; Sugimoto et al., 2013a), our results suggest that both tenogenic and fibrocartilaginous chondrogenic differentiation are negatively regulated by activation of RA signaling. We next investigated the relation between endogenous RA signaling and tenogenic/chondrogenic differentiation by analyzing the expression status of *Scx* and *Aldh1a2* in our single cell analysis. 

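*Aldh1a2*+ cells without *Scx* made up 41.8% ± 4.51 of the cells at T0 (SD, n = 3 plates), 7.73% ± 0.665 at T3, 5.66% ± 1.08 at T6, and 8.80% ± 2.09 at T9. T0 lay 34.4 percentage points above the other plates (exact permutation test of 3 plates against 9, p = 0.00909), and 34.1 points above them within its side of the library split. Of the 508 *Aldh1a2*+ cells at T0, 479 held no *Scx* UMI. *Scx*+/*Aldh1a2*+ cells made up 2.53% ± 0.986 at T0 (SD, n = 3), 31.2% ± 6.88 at T3, 18.1% ± 4.76 at T6, and 4.27% ± 2.12 at T9. T3 lay 22.9 points above the other plates (exact permutation test, p = 0.00909), and 24.6 points within the sides of the library split (p = 0.0286). *Scx*+ cells without *Aldh1a2* made up 49.9% ± 2.28, 61.0% ± 4.24, and 34.7% ± 5.32 at T3, T6, and T9 (SD, n = 3). Of the background cells, 22 of 68 at T0 (32.4%) and 9 of 61 at T3 to T9 (14.8%) held *Aldh1a2* UMIs. These cells are deeper, and thinned to 3000 UMIs the shares at T0 were 11.8% in background cells and 28.0% in the remaining cells.

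**Figure D5:**
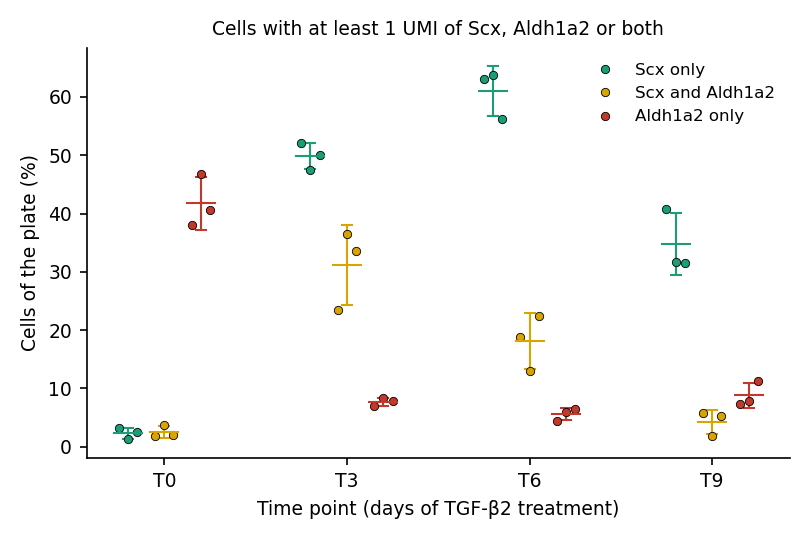
Percent of the cells of each plate (y axis) that held UMIs of *Scx* alone, of both genes, or of *Aldh1a2* alone, by time point (x axis). Points are plates, horizontal lines are means, and error bars are SD (n = 3). Cells with *Aldh1a2* alone go from 41.8% at T0 to 7.73% at T3.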

At T0, most of *Aldh1a2* ^+^ cells were negative for *Scx*, but expansion of *Scx* ^+^/*Aldh1a2* ^+^ cells was observed at T3 and then *Scx* ^+^ cells became dominant in association with decrease of *Scx* ^+^/*Aldh1a2* ^+^ cells (Figure 8D, upper panel). 

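In R6, the counterpart of cluster 4, 45.3% of the cells held *Aldh1a2* UMIs and no *Scx* UMI, 3.4% held both, and 1.31% held *Scx* alone. No counterpart of cluster 5 was picked. In R2, the other large T0 cluster, 48.9% held *Aldh1a2* alone. In R8, the counterpart of cluster 6, 49.8% held *Scx* and no *Aldh1a2* UMI, 8.64% held both, and 6.64% held *Aldh1a2* alone.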

The larger *Aldh1a2* ^+^ populations were observed in MSC like cluster 4 and 5, whereas mature tenocyte population (cluster 6) was predominantly composed of *Scx* ^+^ cells (Figure 8D, lower panel). Displaying the *Scx*/*Aldh1a2* expression status on the PHATE plot, a clear differentiation trajectory was observed (Figure 8E). Double immunostaining of cells at T4 revealed that GFP^+^, Aldh1a2^+^, and GFP^+^/Aldh1a2^+^ cells were induced. Interestingly, the expression levels of both GFP and Aldh1a2 in GFP^+^/Aldh1a2^+^ cells were weaker compared to those in GFP^+^ or Aldh1a2^+^ cells (Figure 8F). 

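The level of *Aldh1a2* over all cells of a plate was 157 ± 40.0 CPM at T0 (SD, n = 3 plates), 229 ± 24.5 at T3, 67.6 ± 5.81 at T6, and 41.7 ± 24.2 at T9. It changed from T3 to T6 by -1.73 on the log2 scale (standard error 0.26, adjusted p = 0.00210, edgeR). Counted with or without *Scx*, *Aldh1a2*+ cells made up 44.3% ± 5.48 at T0 (SD, n = 3), 38.9% ± 7.53 at T3, 23.8% ± 5.00 at T6, and 13.1% ± 3.35 at T9. T0 plates are deeper than T3 plates, and after thinning every cell to 3000 UMIs the shares were 26.9% ± 4.70 at T0, 30.3% ± 3.06 at T3, 13.4% ± 0.924 at T6, and 7.67% ± 2.55 at T9 (SD, n = 3).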

Expression of Aldh1a2 in immature cells and its progressive decline accompanying the emergence of Scx^+^ cells suggest the regulatory mechanisms of Scx^+^ cell differentiation where cell-autonomous RA signaling acts as an inhibitory regulator. Taking together, RA signaling negatively regulated induction of entheseal chondrogenic differentiation without exogenously added TGF-β2 as well as tenogenic and fibrochondrogenic differentiation with TGF-β2, possibly in a cell-autonomous manner (Figure 8G).

**FIGURE 8:**
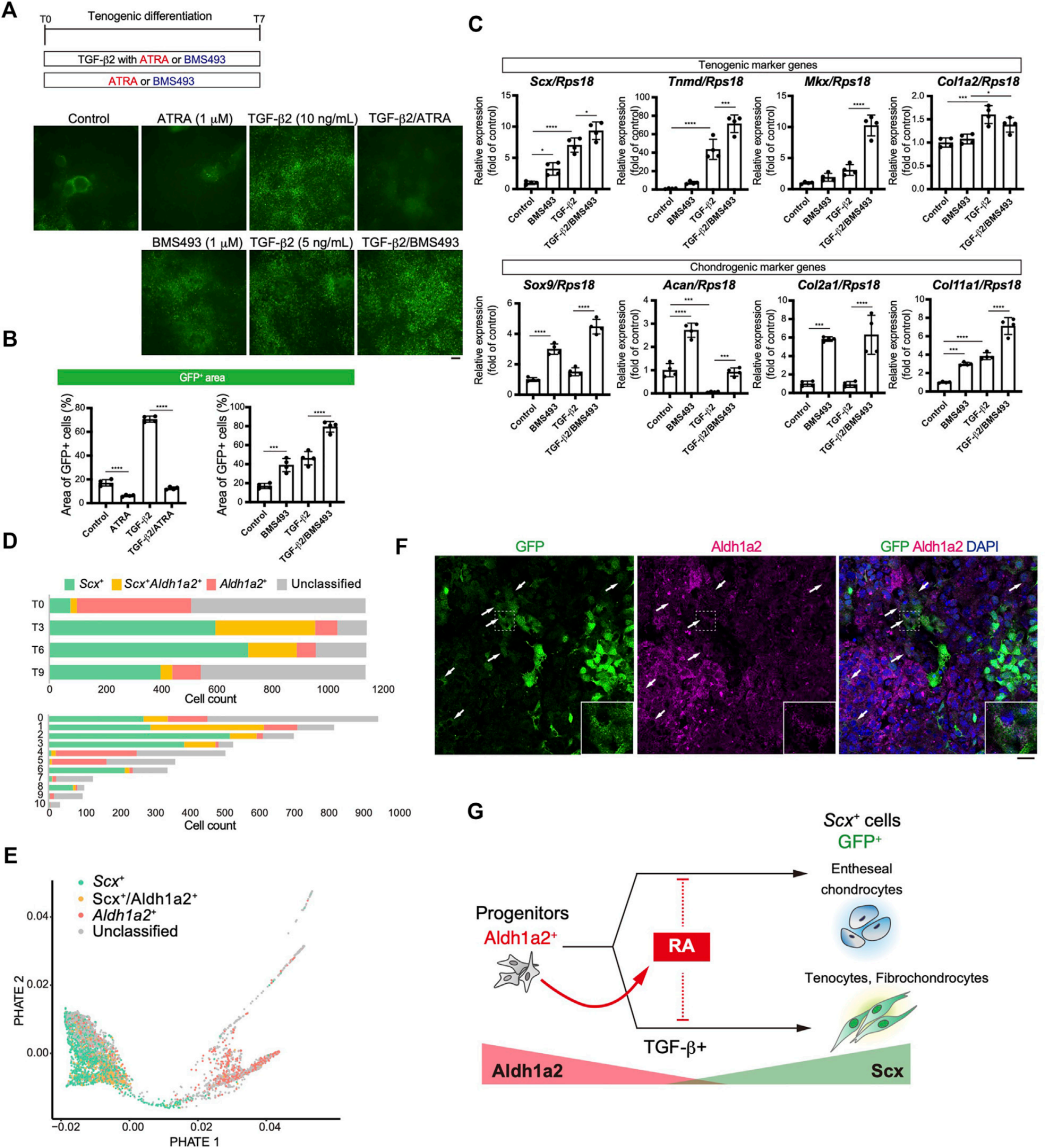
Retinoic acid negatively regulated induction of Scx^+^ cells. **(A, B)** Effects of retinoic acid signaling on tenogenic induction were investigated by using all-trans retinoic acid (ATRA) and BMS493 with or without TGF-β2. Immunofluorescent staining for GFP at T7 **(A)** and percentage of GFP^+^ areas **(B)** in each condition were presented. **(C)** Expression level of tenogenic and chondrogenic marker genes at T7 were shown. The data represent the mean ± SD (*n* = 4). One-way ANOVA followed by Dunnett’s multiple comparison test. **(D)** Number of *Scx* ^*+*^ (green), *Scx* ^*+*^ */Aldh1a2* ^*+*^ (double^+^, yellow), and *Aldh1a2* ^*+*^ (red) cells in each time point (upper) or UMAP clusters (lower) is shown. **(E)** PHATE plot showing *Scx*/*Aldh1a2* expression status. **(F)** Immunofluorescent staining for GFP and Aldh1a2 at T4 cells. Arrows indicate GFP^+^/Aldh1a2^+^ cells. Scale bar: 25 μm. **(G)** Illustration of a RA effect on GFP^+^ cell induction and the relation between GFP^+^ and Aldh1a2^+^ cells. Aldh1a2 and GFP expression level were shown as red and green triangle. *p < 0.05, ***p < 0.001, ****p < 0.0001.

## Discussion

In this study, we successfully generated *ScxGFP* iPSC lines from *ScxGFP* Tg mice and established a novel culture system that recapitulates the dynamic processes of tendon formation observed *in vivo*. Taking advantage of the stepwise differentiation of *ScxGFP* iPS cells into tenocytes, we revealed a tenogenic differentiation trajectory by scRNA-seq analysis.

We screened ligands related to several developmental pathways by using *ScxGFP* iPSCs and found that TGF-β2 was the most potent for the generation of tenocytes. Importantly, induced cells highly expressed Tnmd at both transcript and protein levels. Tnmd is a widely accepted molecular marker of mature tenocytes (Shukunami et al., 2006). Recent studies have also reported the induction of tenogenic cells from *ScxGFP* pluripotent cells by activation of TGF-β signaling using TGF-β1 (Komura et al., 2020; Kaji et al., 2021). In the developing mouse limb, *Tgfb2* was reported to show the highest level of expression compared to those of other *Tgfb* genes (Havis et al., 2014). In addition, *Tgfb2*;*Tgfb3* double mutant embryos showed loss of most tendons and ligaments in the limbs, trunk, tail, and head (Pryce et al., 2009), indicating that TGF-β1 cannot compensate for tenogenic activities of TGF-β2 or 3. In agreement with these findings, our screening revealed that TGF-β2 has a much stronger tenogenic induction potential than TGF-β1. Furthermore, cluster 3 in our scRNA-seq analysis was characterized by high levels of expression of both *Scx* and *Tgfb2*. This suggests the activation of autocrine TGF-β2 signaling, which also operates in tendon progenitors during embryogenesis (Pryce et al., 2009; Havis et al., 2014). Thus, it appears that the protocol established in this study accurately recapitulates the *in vivo* tendon developmental processes and ensures efficient tenocyte induction. 

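In the single cells, *Tgfb2* stood at 58.6 ± 11.4 CPM at T0 (SD, n = 3 plates), 182 ± 53.6 at T3, 120 ± 55.5 at T6, and 69.5 ± 36.4 at T9. It rose from T0 to T3 by 1.84 on the log2 scale (standard error 0.28, adjusted p = 0.000221, edgeR). In the counterpart of cluster 3, 61.8% of the cells held *Tgfb2* UMIs.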

As shown in Figure 7F, our protocol led to the induction of 66.23% GFP^+^ cells. Compared with previous reports, the efficiency of generating ScxGFP^+^ cells using our method is greater than that of Komura’s protocol (18%) but lower than that of Kaji’s protocol (90%). Because Kaji et al. used the hedgehog signaling activator SAG in addition to TGF-β1, we also tested the effects of SAG in our protocol. Treatment with TGF-β2/SAG further promoted the induction of GFP^+^ cells, compared to the case for treatment with TGF-β2 alone (Supplementary Figure S7), confirming the stimulatory effects of SAG on TGF-β-driven tenogenic induction.

Sox9 is a key regulatory transcription factor that regulates chondrogenic differentiation. It is also expressed in other mesenchymal cell progenitors of osteoblasts, tenocytes, and ligamentocytes (Akiyama et al., 2005; Sugimoto et al., 2013a; Ideo et al., 2020). During development, Scx^+^/Sox9^+^-lineage cells have the potential to differentiate into tenocytes, ligamentocytes, and entheseal chondrocytes of hyaline cartilage, while tenocytes and chondrocytes away from the prospective enthesis are derived from Scx^+^/Sox9^-^- and Scx^−^/Sox9^+^-lineage cells, respectively (Sugimoto et al., 2013a). Activation of TGF-β signaling, indicated by phosphorylation of Smad3, is observed in the developing patella and deltoid tuberosity derived from the Scx^+^/Sox9^+^-lineage cells (Yoshimoto et al., 2017), suggesting that TGF-β2 induces the conversion of Sox9^+^ cells into Scx^+^/Sox9^+^ cells. The concomitant expansion of Scx^+^ cells upon treatment with TGF-β2 may reflect the fact that Scx^+^/Sox9^+^ cells *in vivo* are only transiently present to generate either Scx^+^ or Sox9^+^ cells (Sugimoto et al., 2013a). However, it is still uncertain whether all of the Scx^+^ cells arose from the Sox9^+^-lineage cells in our culture system. Interestingly, continuous treatment with TGF-β2 suppressed cartilage nodule formation in a dose-dependent manner, while inhibition of TGF-β signaling resulted in enhanced chondrogenic differentiation. The coordinated regulation of cartilage and tendon differentiation by TGF-β2 in chicken mesenchymal micromass cultures has been reported (Lorda-Diez et al., 2009). TGF-β-mediated induction of Scx in paratenon progenitors permits the healing of adult Achilles tendon by suppressing chondrogenesis (Sakabe et al., 2018). Our data suggest that TGF-β2 is involved in the switching of mesodermal progenitors to tenogenic/ligamentogenic lineages rather than the chondrogenic lineage.

The importance of Scx in tendon development has been demonstrated in *Scx-deficient* mice. *Scx* was reported to be required for the formation of long-range tendons and the recruitment of mesenchymal progenitors during elongation of long tendons (Murchison et al., 2007; Huang et al., 2019). It was also reported that *Scx* is required for the expression of tendon-related genes (Murchison et al., 2007; Yoshimoto et al., 2017). Importantly, Tnmd was almost absent in our *Scx-deficient* mice, even in embryonic short tendons and ligaments, with no apparent abnormalities in appearance at this point (Yoshimoto et al., 2017). Conversely, overexpression of *Scx* in the developing hindlimb significantly upregulated *Tnmd* expression exclusively in tenocytes (Shukunami et al., 2006). We also demonstrated that Scx acts as a transcriptional activator of the *Tnmd* gene by binding to E-boxes located in the 5-flanking region of the mouse *Tnmd* locus (Shukunami et al., 2018). 

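The level of *Scx* over all cells of a plate was 9.51 ± 2.39 CPM at T0 (SD, n = 3 plates), 734 ± 28.6 at T3, 564 ± 77.6 at T6, and 163 ± 47.4 at T9. It rose from T0 to T3 by 6.52 on the log2 scale (standard error 0.35, adjusted p = 2.02e-08, edgeR). The change from T3 to T6 was within the spread between plates (-0.35, standard error 0.27, adjusted p = 0.521, edgeR). From T6 to T9 it changed by -1.55 (standard error 0.28, adjusted p = 0.0146, edgeR). This fall was not past the threshold without plate 1 of T6 (-1.54, adjusted p = 0.0594), without plate 2 of T9 (-1.39, adjusted p = 0.0711), or with only the 6 plates compared (-1.55, adjusted p = 0.110) in edgeR. At T9, 53 cells held *Tnmd* UMIs and no *Scx* UMI. Whether these cells lack *Scx* mRNA or it was missed is not decided by counts at this depth.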

Although it is possible that the *Scx* expression is too low to be detected in T9 cells, the scRNA-seq analysis in this study revealed a progressive trajectory where cells are shifting from *Scx* ^+^/*Tnmd* ^−^ to *Scx* ^+^/*Tnmd* ^+^ and finally, to the *Scx* ^−^/*Tnmd* ^+^ state.

In our differentiation system, suppression of RA signaling by BMS493 resulted in increased induction of entheseal chondrocytes, fibrochondrocytes, and tenocytes (Figure 8F). This positive action of BMS493 on chondrocyte induction is consistent with the previous finding that inhibition of RAR activity enhances chondrogenic differentiation (Weston et al., 2002; Shimono et al., 2011). Kaji et al. reported that the activation of RA signaling by ATRA during paraxial mesoderm induction almost entirely eliminated ScxGFP induction by promoting the switch to a neural fate. However, during tenogenic induction by TGF-β1 and the hedgehog signaling activator SAG, they showed that RA signaling promotes tenogenic differentiation (Kaji et al., 2021). In this study, we found that activation of RA signaling significantly suppresses TGF-β-dependent early tenogenic differentiation as evidenced by a decreased number of Scx^+^ cells and that conversely suppression of RA signaling promotes both tenogenic and fibrochondrogenic differentiation (Figures 8A–C). Contradictory actions of RA signaling on tenogenesis reported by this study and Kaji et al. may result from different culture conditions. As reported by Kaji et al., treatment with TGF-β2/SAG further promoted the induction of GFP^+^ cells, compared to the case for treatment with TGF-β2 alone, confirming the stimulatory effects of SAG on TGF-β2-driven tenogenic induction. However, the efficiency of GFP^+^ cell generation after the treatment with TGF-β2/ATRA/SAG remained as low as that observed after treatment with TGF-β2/ATRA, indicating that the inhibitory effects of ATRA are superior to the stimulatory effects of SAG in the tenogenic induction (Supplementary Figure S7). Therefore, contradictory results between our study and Kaji et al.‘s study seem to not be due to the difference in the modulation of hedgehog signaling. In Kaji et al.’s study, paraxial progenitors were induced using CHIR and the BMP inhibitor LDN-193189 (Kaji et al., 2021). In our system, the cells at T0, before the induction of tenogenic differentiation, expressed both paraxial and lateral plate mesoderm markers (Supplementary Figure S6). This may be due to the fact that TGF-β or BMP signaling is not suppressed during mesodermal induction (Xi et al., 2017). Differences in mesodermal cell identity could account for the different responses to RA signaling observed in our study and Kaji et al.’s study. Since the degree of RA inhibition has been reported to be inversely proportional to the level of *Sox9* induction (Weston et al., 2002), under the conditions of RA signaling suppression, we speculate that more Sox9^+^ progenitor cells with the potential to differentiate into chondrocytes and tenocytes could propagate, thus ultimately leading to enhanced differentiation toward these cell fates. Our study further revealed differentiation trajectory where Aldh1a2^+^ RA producing progenitors mature to become Scx^+^ cells through the Aldh1a2^+^/Scx^+^ status, raising the possibility that TGF-β signaling counteracts inhibitory action of cell-autonomous RA signaling on tenogenic differentiation. Although paracrine action of RA signaling was reported to regulate development of the myotendinous junction in extraocular region (Comai et al., 2020), regulation of tenogenesis by cell-autonomous action of RA has not been reported. Further studies will be required for comprehensive understanding of roles for RA signaling in the regulation of tendon formation *in vivo*.

In conclusion, we developed a tenogenic induction method using the originally established *ScxGFP* iPSC lines. scRNA-seq analysis revealed a tenogenic differentiation trajectory, which accurately reflected *in vivo* tenocyte differentiation. The scRNA-seq dataset highlighted inhibitory role of RA signaling in the regulation of tenogenesis. Our tenogenic induction method and scRNA-seq data will provide valuable information for a better understanding of tendon and ligament biology.

In this report, we were not able to evaluate the contribution of the generated tendon cells to tissue formation. For the further improvement of the system, it is necessary to further examine the tendon cells generated herein by performing *ex vivo* tendon formation and transplantation after tendon injury in future studies.

## Data Availability

The datasets presented in this study can be found in online repositories. The data presented in the study are deposited in the GEO, accession number GSE168451. All datasets generated for this study are included in the article/Supplementary Material.

# Supplementary material for: Tenogenic Induction From Induced Pluripotent Stem Cells Unveils the Trajectory Towards Tenocyte Differentiation
**Source:** Front Cell Dev Biol. 2022 Mar 9;10:780038. doi: 10.3389/fcell.2022.780038
**Supplement:** Supplementary file 1

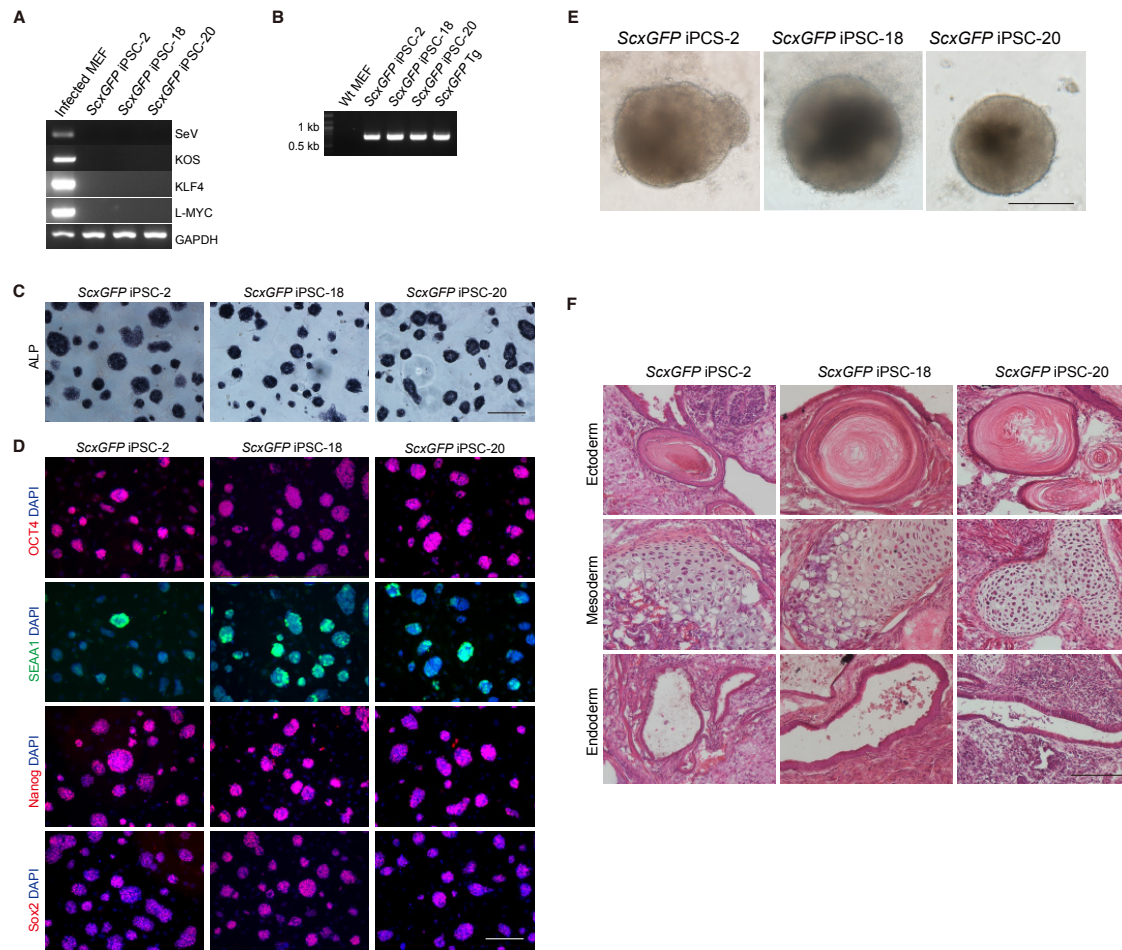

**Supplementary Figure 1. Characterization of established *ScxGFP* iPSCs.** (A) RT-PCR using primers for detection of Sendai virus vectors (SeV, KOS, KLF4, L-MYC) in infected MEFs and established *ScxGFP* iPSCs. (B) Genomic PCR for detection of the *ScxGFP* transgene in wild type MEFs, *ScxGFP* iPSCs, and tail tip of *ScxGFP* Tg mice. (C) Alkaline phosphatase (ALP) activity in *ScxGFP* iPSCs. A high level of ALP activity is detected in established iPSCs. (D) Immunofluorescent staining for OCT4, SEAA1, Nanog, and Sox2 in established *ScxGFP* iPSCs. (E) Embryoid bodies formation from *ScxGFP* iPSC-2, 18, and 20. (F) HE-staining of teratomas derived from *ScxGFP* iPSC-2, 18, and 20. Regions including ectoderm (upper row), mesoderm (middle row), and endoderm (lower row) are presented. Scale bar, 200  $\mu$ m (C–F).

A

**EB mediated differentiation**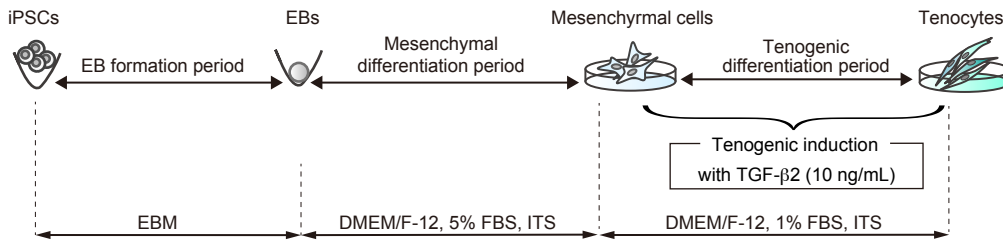

B

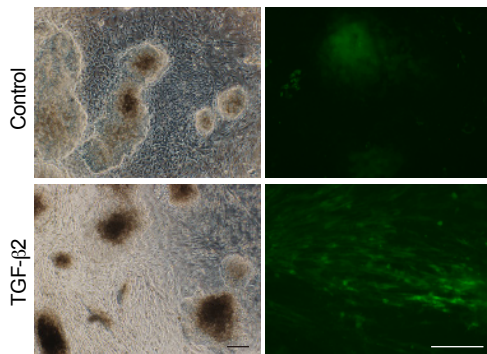

**Supplementary Figure 2. Embryoid body (EB) mediated *in vitro* differentiation.** (A) Schema of EB formation-based *in vitro* differentiation. Mesenchymal cells were obtained by passages of outgrown cells from EBs. Induced mesenchymal cells were subject to tenogenic induction by TGF- $\beta$ 2. (B) Phase (left column) and fluorescent (right column) images of induced cells by TGF- $\beta$ 2. Scale bar, 200  $\mu$ m.

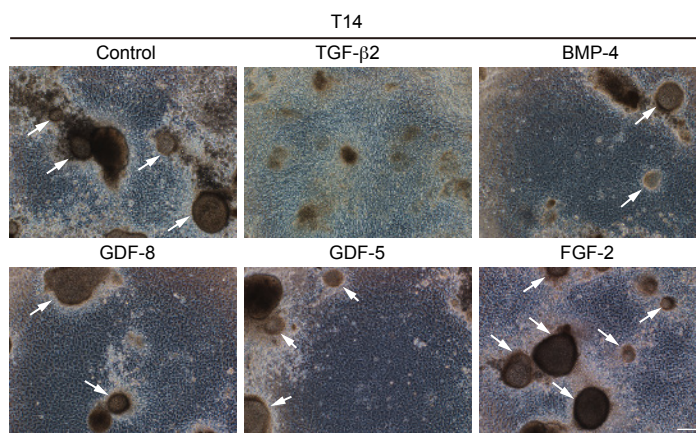

**Supplementary Figure 3. Effects of various growth factors on chondrogenic differentiation in *ScxGFP* iPSC cells.** Phase contrast images of control cells and cells treated with various growth factors for 14 days (T14). Arrows indicate the cartilaginous nodules. Scale bar, 200  $\mu$ m.

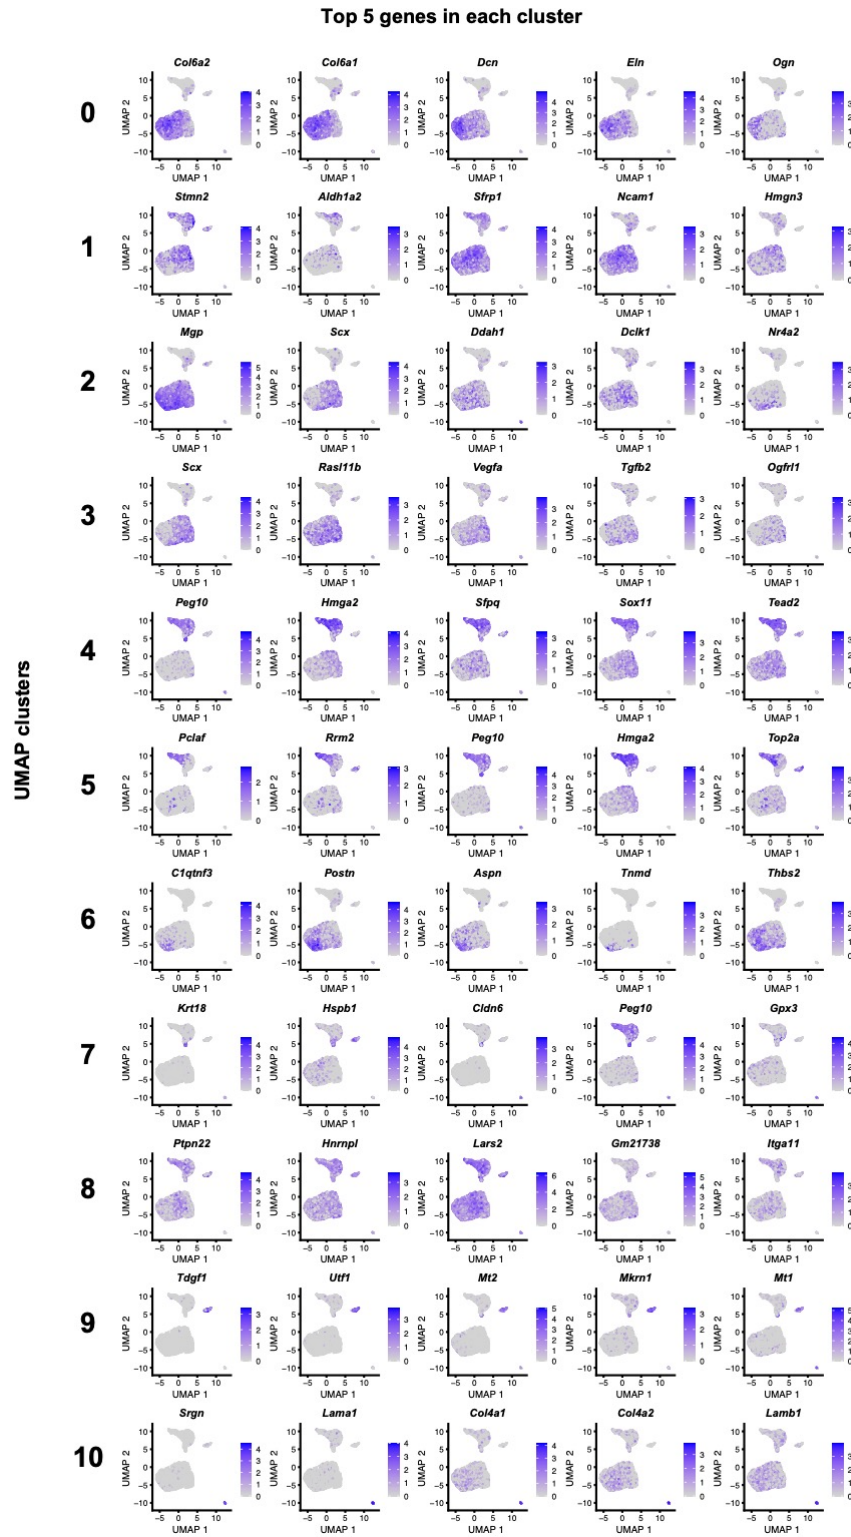

**Supplementary Figure 4. Top five representative genes in UMAP clusters.** UMAP plots showing the expression levels of the top five representative genes in each UMAP cluster. The expression levels are expressed by blue to gray gradient color.

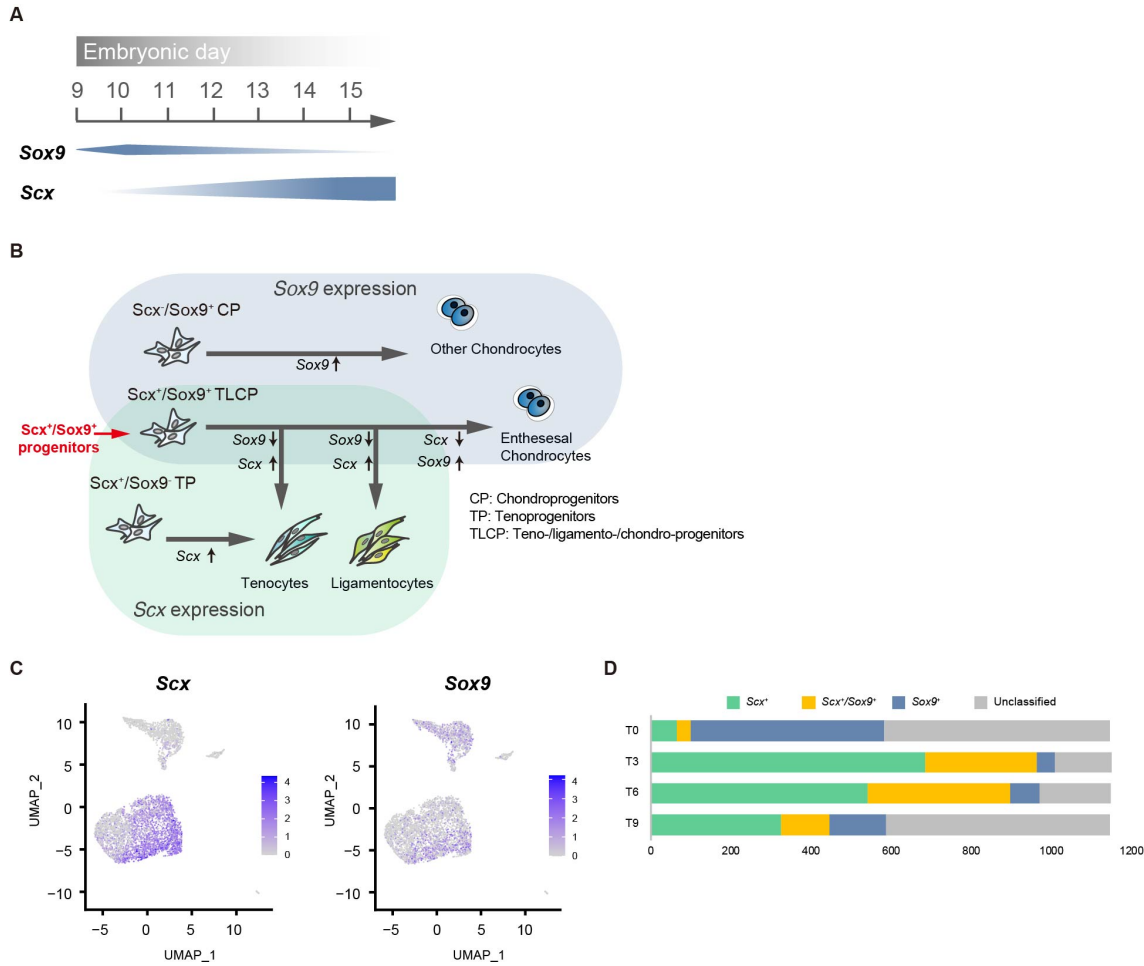

**Supplementary Figure 5. *Scx*/*Sox9* expression status.** (A) Schematic illustration of *Scx* and *Sox9* expression during embryonic development. (B) Schematic illustration showing the tenogenic, ligamentogenic, and chondrogenic cell lineages along the *Scx*/*Sox9* axis. (C) UMAP plots showing the expression levels of *Scx* and *Sox9*. Expression levels are expressed by blue to gray gradient color. (D) Number of *Scx*<sup>+</sup> (green), *Scx*<sup>+</sup>/*Sox9*<sup>+</sup> (yellow), and *Sox9*<sup>+</sup> (blue) cells in each time point is shown.

### Paraxial mesoderm markers

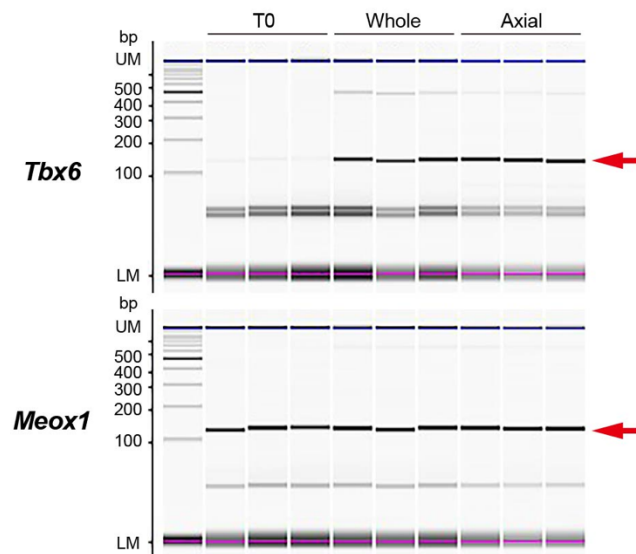

### Lateral plate mesoderm markers

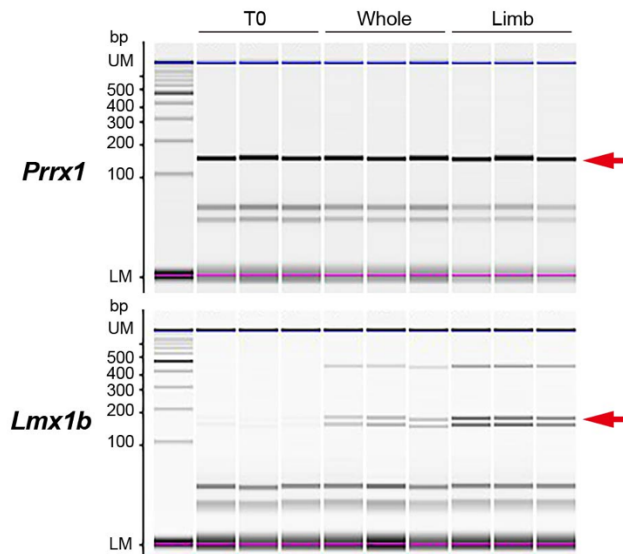

### Control

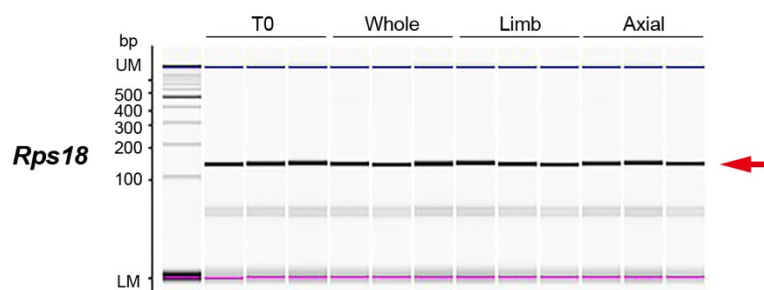

**Supplementary Figure 6. Expression of paraxial and lateral plate mesoderm markers in T0 cells.** Expression of marker genes for paraxial (*Tbx6* and *Meox1*) and lateral plate (*Prrx1* and *Lmx1b*) mesoderm in T0 cells were analyzed by RT-PCR. Whole bodies (Whole), trunk tissues (Axial), and limbs (Limb) of murine embryos at E11.5 were used as positive control. Expression of *Rps18* is detected in all samples. Red arrowheads indicate positive bands. A lane for size marker was presented at left side. Upper and lower markers (UM and LM) were used to adjust each lane.

**A**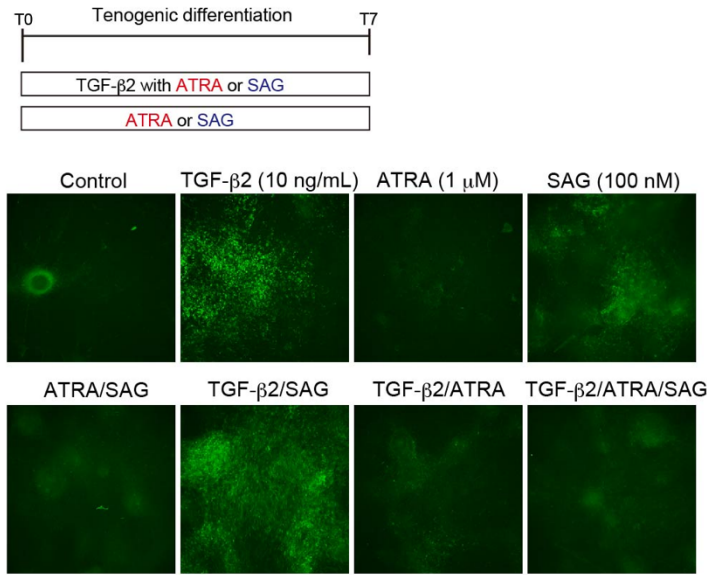**B**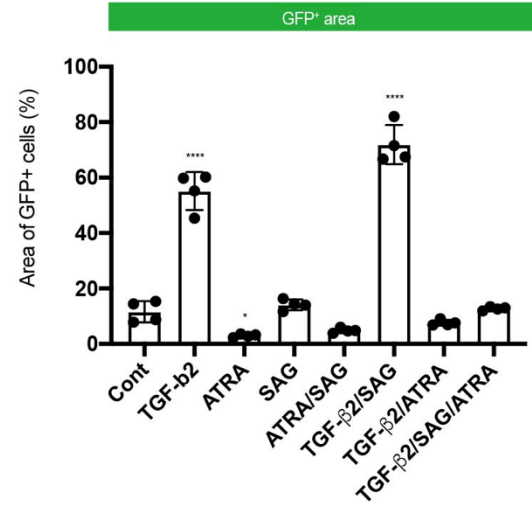

**Supplementary Figure 7. Retinoic acid negatively regulated induction of Scx<sup>+</sup> cells even in the presence of SAG, an activator of hedgehog signaling.** (A, B) Effects of retinoic acid signaling on tenogenic induction in the presence of hedgehog signaling were investigated by using all-trans retinoic acid (ATRA) and SAG with TGF-β2. Immunofluorescent staining for GFP at T7 (A) and percentage of GFP<sup>+</sup> areas (B) in each condition were presented. The data represent the mean ± SD (*n* = 4). One-way ANOVA followed by Dunnett's multiple comparison test. \**P* < 0.05, \*\*\*\**P* < 0.0001.

**Supplementary Table 1. List of primer sets for RT-qPCR, RT-PCR, and genotyping PCR in this study**

| Target         | Forward Sequence (5'–3') | Reverse Sequence (5'–3')      | Experiment        |
|----------------|--------------------------|-------------------------------|-------------------|
| <i>EGFP</i>    | AGATCCGCCACAACATCGAG     | TCTCGTTGGGGTCTTTGCTC          | RT-qPCR           |
| <i>Scx</i>     | GCGAGAACACCCAGCCCAAACAG  | CACGGTCTTTGCTCAACTTTCTCTG     | RT-qPCR           |
| <i>Tnmd</i>    | TGCTGGATGAGAGAGGTTACTG   | GTTGCAAGGCATGATGACAC          | RT-qPCR           |
| <i>Mkx</i>     | ATTATGTGTCACCGCCCAAG     | AGCTAAAAGACCCCGAATGG          | RT-qPCR           |
| <i>Col1a2</i>  | CCAGCGAAGAACTCATACAGC    | GGACACCCCTTCTACGTTGT          | RT-qPCR           |
| <i>Rps18</i>   | AAGTTCCAGCACATTTTGCGAGTA | TTGGTGAGGTCGATGTCTGCTTTC      | RT-qPCR<br>RT-PCR |
| <i>Nanog</i>   | AGGGTCTGCTACTGAGATGCTCTG | CAACCACTGGTTTTTCTGCCACCG      | RT-qPCR           |
| <i>Sox2</i>    | CACAACTCGGAGATCAGCAA     | CTCCGGGAAGCGTGTACTTA          | RT-qPCR           |
| <i>T</i>       | GAACCTCGGATTCACATCGT     | TTCTTTGGCATCAAGGAAGG          | RT-qPCR           |
| <i>Mixl1</i>   | CGACAGACCATGTACCCAGA     | AGGGCAATGGAGGAAAACCTC         | RT-qPCR           |
| <i>Sox9</i>    | CATCAAGACGGAGCAGCTGAG    | ATGGTCAGCGTAGTCGTATTG         | RT-qPCR           |
| <i>Egr1</i>    | CAGCGCCTTCAATCCTCAAG     | GAGCGATGTCAGAAAAGGACTC        | RT-qPCR           |
| <i>Sev</i>     | GGATCACTAGGTGATATCGAGC   | ACCAGACAAGAGTTTAAGAGATATGTATC | RT-PCR            |
| <i>KOS</i>     | ATGCACCGCTACGACGTGAGCGC  | ACCTTGACAATCCTGATGTGG         | RT-PCR            |
| <i>KLF4</i>    | ACAAGAGAAAAAACATGTATGG   | CGCGCTGGCAGGGCCGCTGCTCGAC     | RT-PCR            |
| <i>L-MYC</i>   | AGTCTCTGGGTATTCGGAAG     | CTGGATAGAGTATGTCAGAAGGGTTTTG  | RT-PCR            |
| <i>Acan</i>    | CAGAACCTTCGCTCCAATGAC    | CAGGGTGTAGCGTGTGGAAA          | RT-qPCR           |
| <i>Col2a1</i>  | ATCTTGCCGCATCTGTGTGT     | GGCCCTAATTTTCCACTGGC          | RT-qPCR           |
| <i>Col11a1</i> | ACGGAGGAAGCACAAATCAG     | CATTGTAGAGGGACAAGAGGAAAG      | RT-qPCR           |
| <i>Gapdh</i>   | ACCACAGTCCATGCCATCAC     | TCCACCACCCTGTTGCTGTA          | RT-PCR            |

|               |                                 |                               |                |
|---------------|---------------------------------|-------------------------------|----------------|
| <i>Tbx6</i>   | TCTACACCCTGCCGCTTTTC            | TCCAGGCTGTAGGTCCAGAAA         | RT-PCR         |
| <i>Meox1</i>  | CCCACCACAACCTACCTGACC           | CCCTTCACACGTTTCCACTT          | RT-PCR         |
| <i>Prrx1</i>  | CCAGAGTGCAGGTGTGGTTT            | GGACGAGGTACGATGGGTTG          | RT-PCR         |
| <i>Lmx1b</i>  | GCAGAGCCCCTACGGAAGTA            | GAAGAGCCGAGGAAGCAGTC          | RT-PCR         |
| <i>ScxGFP</i> | ATGGTGAGCAAGGGCGAGGAGCTGTT<br>C | GGAAGATCTGTTACTTGTACAGCTCGTCC | Genomic<br>PCR |

## Supplementary Table 2. Mapping summary

| plate(384cells) | total read | trimmed read | Unmapped  | Multi-mapped | NoFeatures | Ambiguity | Assigned   | umi count | umi duplicate | per used cell     |                             |
|-----------------|------------|--------------|-----------|--------------|------------|-----------|------------|-----------|---------------|-------------------|-----------------------------|
|                 |            |              |           |              |            |           |            |           |               | used cell number* | umi count per cell (median) |
| T0-1            | 35,090,556 | 1,064,969    | 9,380,883 | 8,711,967    | 3,806,992  | 760,307   | 11,365,438 | 4,950,455 | 6,414,983     | 381               | 12,987                      |
| T0-2            | 25,135,920 | 811,811      | 7,030,473 | 6,554,974    | 2,640,673  | 543,708   | 7,554,281  | 4,591,413 | 2,962,868     | 383               | 11,986                      |
| T0-3            | 23,849,154 | 790,103      | 6,868,492 | 6,452,916    | 2,406,160  | 550,556   | 6,780,927  | 3,928,452 | 2,852,475     | 382               | 10,281                      |
| T3-1            | 18,619,607 | 218,623      | 3,524,924 | 5,336,733    | 1,153,115  | 612,198   | 7,774,014  | 2,203,161 | 5,570,853     | 384               | 5,737                       |
| T3-2            | 23,850,370 | 615,408      | 6,134,415 | 5,353,243    | 3,200,422  | 512,577   | 8,034,305  | 3,058,851 | 4,975,454     | 383               | 7,987                       |
| T3-3            | 21,135,238 | 513,904      | 4,707,247 | 5,878,720    | 1,668,880  | 628,771   | 7,737,716  | 3,340,158 | 4,397,558     | 384               | 8,698                       |
| T6-1            | 26,672,947 | 867,259      | 7,743,197 | 6,364,117    | 3,255,712  | 525,696   | 7,916,966  | 4,299,391 | 3,617,575     | 382               | 11,249                      |
| T6-2            | 23,772,438 | 572,995      | 5,443,909 | 7,200,840    | 1,528,100  | 763,582   | 8,263,012  | 3,530,641 | 4,732,371     | 384               | 9,194                       |
| T6-3            | 25,961,677 | 841,620      | 7,596,465 | 6,313,725    | 3,182,924  | 540,566   | 7,486,377  | 4,614,190 | 2,872,187     | 383               | 12,044                      |
| T9-1            | 19,840,602 | 268,524      | 3,986,534 | 6,325,885    | 1,370,361  | 694,537   | 7,194,761  | 4,144,731 | 3,050,030     | 382               | 10,849                      |
| T9-2            | 21,611,631 | 555,722      | 4,905,698 | 6,850,468    | 1,505,225  | 752,757   | 7,041,761  | 3,476,112 | 3,565,649     | 381               | 9,114                       |
| T9-3            | 18,105,738 | 416,540      | 4,258,534 | 4,262,067    | 2,156,494  | 399,294   | 6,612,809  | 3,293,163 | 3,319,646     | 383               | 8,596                       |

\* cells expressed > 200 genes

**Supplementary Table 3. Mean Ct values for each target gene**

| Mean Ct values for each target gene in Figure 3C |         |                |       |       |       |       |
|--------------------------------------------------|---------|----------------|-------|-------|-------|-------|
| Gene                                             | Control | TGF- $\beta$ 2 | BMP-4 | GDF-8 | GDF-5 | FGF-4 |
| <b>EGFP</b>                                      | 27.5    | 20.3           | 25.7  | 27.1  | 26.4  | 27.1  |
| Rps18                                            | 18.6    | 18.3           | 18.5  | 18.4  | 18.7  | 18.4  |
|                                                  |         |                |       |       |       |       |
| <b>Scx</b>                                       | 24.7    | 20.9           | 24.6  | 24.5  | 24.5  | 24.4  |
| Rps18                                            | 18.8    | 18.5           | 18.8  | 18.8  | 18.8  | 18.5  |
|                                                  |         |                |       |       |       |       |
| <b>Tnmd</b>                                      | 25.7    | 19.4           | 26.6  | 22.7  | 25.8  | 24.5  |
| Rps18                                            | 18.8    | 18.5           | 18.8  | 18.8  | 18.8  | 18.5  |

| Mean Ct values for each target gene in Figure 5C |          |      |      |      |      |
|--------------------------------------------------|----------|------|------|------|------|
| Gene                                             | iPSC+MEF | M4   | T-1  | T7   | T14  |
| <b>Nanog</b>                                     | 19.4     | 21.3 | 26.2 | 25.5 | 25.8 |
| Rps18                                            | 17.9     | 18.1 | 18.6 | 18.7 | 18.5 |
|                                                  |          |      |      |      |      |
| <b>Sox2</b>                                      | 25.3     | 28.2 | 31.8 | 31.4 | 31.0 |
| Rps18                                            | 17.9     | 18.1 | 18.6 | 18.7 | 18.5 |
|                                                  |          |      |      |      |      |
| <b>T</b>                                         | 25.5     | 24.0 | 27.1 | 26.9 | 29.7 |
| Rps18                                            | 18.2     | 18.3 | 18.8 | 18.9 | 18.8 |
|                                                  |          |      |      |      |      |
| <b>Mixl1</b>                                     | 29.1     | 27.7 | 30.7 | 31.4 | 30.8 |
| Rps18                                            | 18.2     | 18.3 | 18.8 | 18.9 | 18.8 |
|                                                  |          |      |      |      |      |
| <b>Sox9</b>                                      | 28.9     | 27.0 | 23.4 | 22.9 | 24.9 |
| Rps18                                            | 18.0     | 18.2 | 18.7 | 18.8 | 18.7 |
|                                                  |          |      |      |      |      |
| <b>Scx</b>                                       | 28.8     | 27.3 | 28.0 | 21.8 | 23.5 |
| Rps18                                            | 18.0     | 18.2 | 18.7 | 18.8 | 18.7 |
|                                                  |          |      |      |      |      |
| <b>Mkx</b>                                       | 27.6     | 27.4 | 26.3 | 22.3 | 23.0 |
| Rps18                                            | 18.1     | 18.3 | 18.7 | 18.9 | 18.7 |
|                                                  |          |      |      |      |      |
| <b>Tnmd</b>                                      | 27.7     | 32.2 | 33.6 | 17.4 | 18.4 |
| Rps18                                            | 18.0     | 18.2 | 18.7 | 18.8 | 18.7 |
|                                                  |          |      |      |      |      |
| <b>Egr1</b>                                      | 29.3     | 26.0 | 24.7 | 21.9 | 20.2 |
| Rps18                                            | 18.1     | 18.3 | 18.7 | 18.9 | 18.7 |
|                                                  |          |      |      |      |      |
| <b>Col1a2</b>                                    | 19.4     | 24.1 | 23.0 | 16.9 | 16.6 |
| Rps18                                            | 18.0     | 18.2 | 18.7 | 18.8 | 18.7 |

How the deposited data were processed for this re-analysis (not part of the article)

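The single-cell data come from *ScxGFP* iPSC-derived cells sorted before TGF-β2 treatment (T0) and at T3, T6, and T9, with 3 plates of 384 wells per time point. The authors demultiplexed the reads, trimmed them with Trim Galore, aligned them to GRCm38 with HISAT2, and counted UMIs with featureCounts and UMI-tools. The deposited table holds whole-number UMI counts per gene and well, before any filter on cells and without normalization. The annotation release behind it is not named in the paper's text. Gene positions and types are taken from an Ensembl annotation of GRCm38. A second table holds read counts per gene, also without normalization, for bulk RNA from the Achilles tendon of mice aged 14 days, 2 wild-type (Scx_Wt) and 2 lacking Scx (Scx_KO). The paper's text does not report on this second table.

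Cells with at least 200 detected genes were used, as in the paper. Counts per plate were compared with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization, and the quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p of 0.05. All 12 plates were in a single fit. DESeq2 1.42.0 was the other tool. The bulk samples were fitted in the same way. Sets of genes were tested with camera from limma 3.58.1, with its preset correlation of 0.01, and with fry. Clusters were built with Seurat 5.3.0 and sctransform 0.4.2, using 43 genes of the S phase and 54 of the G2M phase for the cell cycle scores. Shares of cells, exact permutation tests, and exact binomial (Clopper-Pearson) intervals were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Levels are in CPM, the UMIs of a gene per 1000000 UMIs of the same cells. Thinning drew 3000 (or 5000) UMIs at random from each cell and left out cells with fewer. On simulated data, in which 200 genes were changed 3-fold in the real counts, edgeR recovered 94% of them between T9 and T0, 82% between *Scx*+ and other T0 cells, and 92% between Scx_KO and Scx_Wt, with 8, 6, and 7 false calls.

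The named genes are those that the paper's text names for its single cells or its PCR. To these were added, for each comparison, the 5 genes with the largest change in each direction among the called genes whose groups do not overlap. This rule, the tests, the cluster counterparts, the marker lists, and the alternatives were chosen before the data were examined. The exceptions are the tests and alternatives that the text names as chosen or added later. Which of the genes under the rule are given by name was decided after their values were seen. Most of those left out had few or no counts in 1 of the groups, so that their fold change depends on the prior count, and others were left out for brevity. *Bop1* was also added after the data were seen, since its span holds *Scx*.

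The counterpart of each numbered cluster was the rebuilt cluster with the highest levels of the genes, or the largest share of the time points, that the paper names for it, each rebuilt cluster being taken once. A rebuilt cluster chosen by a gene is not independent evidence on that gene, so levels are also given from a clustering without the named genes. The marker lists held, among the genes in the table, 8 pluripotent, 10 endothelial, 14 parietal endoderm, 10 tenocyte, 8 fibroblast, 6 mesenchymal progenitor, 7 epithelial, 7 chondrocyte, 8 neural, and 6 smooth muscle genes. A marker was counted as detected in a cluster when at least 10% of the cells held its UMIs. Of the mesenchymal progenitor list, 3 genes were highest in R2 and 2 in R6. Of the epithelial list, 6 were highest in R11 (84 cells, 77 of them from T0). In no cluster were more than 2 genes of the chondrocyte list or more than 4 of the neural list highest.

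The plates held between 1921125 and 4657093 UMIs in these cells, and the bulk samples between 11188270 and 12398560 counts. Intervals and limits for counts of 0 (3 counts) cover counting error only. Plates of a time point differed by more than counting error, with a chi-square per gene between 2.98 and 50.7 for pairs of plates and of 34.1 and 20.7 for the Scx_Wt and Scx_KO pairs. Alternatives were DESeq2, size factors in place of TMM, no filter on low counts, the replicate number as a block, the library split as a covariate, only the 6 plates compared, leaving out each replicate, a minimum of 2 UMIs or 1000 genes, thinning, and other settings of the clustering. The list of cell barcodes was not used here. The quantitative PCR, immunostaining, and sorting of GFP+ cells were not analysed here.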

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

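The test of whether other tissue lowered the *Scx* and *Tnmd* counts and the test of a cell type common to the cartilage genes were chosen only after the result was seen. The other tests of this part were set earlier.

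The counts of Achilles tendon RNA from mice lacking Scx (Scx_KO, n = 2) and wild-type mice (Scx_Wt, n = 2) are not analysed in the paper, and genes that differ between them were taken up for that reason. edgeR called 560 of 14602 genes, of which 258 were higher and 302 lower in Scx_KO, and 2510 had an unadjusted p under 0.05. DESeq2 called 822. Without a filter on low counts the edgeR count was 1415, and with the sample number as a block it was 1108. Library sizes lay between 11188270 and 12398560 counts in all 4 samples, and size factors in place of TMM gave 567 genes, so that depth and scaling do not account for the count. The labels speak of littermates but do not say which samples share a litter. With 2 samples per genotype, the genotype cannot be separated from other differences between these mice.

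*Scx* itself fell by 1.88 on the log2 scale (standard error 0.17, adjusted p = 0.000429, edgeR), a fall of 72.8%, with counts of 1151 and 996 in Scx_Wt and 287 and 296 in Scx_KO. Which part of *Scx* the allele removes was not tested from these counts. *Bop1*, whose span holds *Scx*, did not change (log2 fold change 0.29, adjusted p = 0.409, edgeR). *Tnmd* changed by -2.30 (standard error 0.20, adjusted p = 0.000284, edgeR), a fall of 79.7%, and *Mkx* by -1.70 (standard error 0.17, adjusted p = 0.000672). *Meox1* rose by 1.07 (standard error 0.16, adjusted p = 0.00663). *Scx*, *Tnmd*, and *Mkx* were lower, and *Meox1* higher, in 2 of 2 Scx_KO samples than in either Scx_Wt sample. Muscle markers took 3.41% and 6.57% of the counts in Scx_Wt samples 1 and 2, and 8.33% and 8.72% in Scx_KO. In the same Scx_Wt samples, *Tnmd* had 16336 and 15406 counts and *Mkx* 987 and 999. In Scx_KO they had 3327 and 3113, and 291 and 318. This argues against dilution by muscle as the whole cause of the fall in *Scx*, *Tnmd*, and *Mkx*. Whether muscle diluted them in part cannot be told apart from a change in the tendon cells. Dilution by fat is argued against, since 6 of 6 fat markers were lower in Scx_KO. They took 0.322% and 0.126% of the counts in Scx_Wt and 0.0813% and 0.0384% in Scx_KO. Blood markers showed no gain, with 0.0277% and 0.0158% in Scx_Wt and 0.0176% and 0.0188% in Scx_KO. Of the 10 tenocyte markers listed for the single cells, 7 were lower and 3 higher in Scx_KO, and edgeR called 5 lower and 2 higher, but a marker that another tissue also expresses need not fall, and no profile of these tissues was used here. The markers of muscle, blood, and fat together gained 3.37 points of the counts. The loss of the protein, which the genotype names, stays open as an untested biological explanation.

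*Acta2* changed by -1.10 (standard error 0.25, adjusted p = 0.0447, edgeR), which was not past the threshold without Scx_Wt sample 1 (-0.80, adjusted p = 0.108) or Scx_KO sample 2 (-0.81, adjusted p = 0.129). *Col1a1* (-0.96, adjusted p = 0.148) and *Col1a2* (-0.95, adjusted p = 0.142) were not past the threshold in edgeR. They were with DESeq2 (-0.96, adjusted p = 9.34e-07 and -0.95, adjusted p = 7.91e-07), without the filter, and without either Scx_Wt sample.

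Several genes of cartilage were lower in Scx_KO. *Col2a1* changed by -5.09 (standard error 0.29, adjusted p = 5.18e-05, edgeR), *Acan* by -2.95 (standard error 0.22, adjusted p = 0.000137), and *Col11a1* by -1.20 (standard error 0.18, adjusted p = 0.00707). *Sox9* did not change detectably (0.06, standard error 0.59, adjusted p = 0.971, edgeR), with counts of 42 and 21 in Scx_Wt and 34 and 32 in Scx_KO. Of 7 chondrocyte markers tested, 6 were lower, with a median log2 fold change of -2.45. edgeR called 5 of them lower among all genes, and 5 were lower when adjusted over the list alone. The exceptions were *Col9a1* (0.50, adjusted p = 0.779) and *Cnmd* (-0.05, adjusted p = 0.969). A loss of 1 cell type would lower its markers together, and whether chondrocyte-like cells or their gene expression was lost cannot be told apart, because bulk RNA does not count cells.

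The genes that changed might also reflect tissue around the tendon. Skeletal muscle markers were higher in Scx_KO for 10 of 10 genes (median log2 fold change 0.80, 1 called by edgeR), and took 3.41% and 6.57% of the counts in Scx_Wt and 8.33% and 8.72% in Scx_KO. Markers of fat were lower for 6 of 6 genes (median -1.995, 2 called lower), and those of blood for 6 of 6 (median -0.22, 0 called). Immune markers were higher for 4 of 7 (median 0.09, 0 called), bone markers for 2 of 2 (median 1.52, 0 called), and skin markers for 2 of 2 (median 3.42, 1 called). Since muscle also differs between the Scx_Wt samples (9 of 10 markers are higher in sample 2), the muscle part of the change cannot be told apart from dissection with 2 samples per group. As the whole cause, muscle content would make the changed genes move between the Scx_Wt samples as they do between genotypes. Of the 560 changed genes, 56.8% did, against 55.4% of all genes, which argues against it.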

How the results depend on the processing

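SCTransform-corrected counts and the clustering without the fourth principal component were chosen after seeing the data, and the other alternatives were set earlier.

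For the 37 gene results named in the text, 375 values were computed under alternatives. Of these, 342 kept the direction and the side of the threshold, 22 kept the direction and lost the threshold, 9 kept the direction and passed it, and 2 reversed. The first is *Ets2* in *Scx*+ against other T0 cells, which went from 1.07 to -0.63 (adjusted p = 0.902, edgeR) on thinned cells, with adjusted p from 0.000140 to 0.992 over all its alternatives. The second is *Sox9* in Scx_KO against Scx_Wt, which went from 0.06 to -0.36 (adjusted p = 0.887, edgeR) without Scx_Wt sample 2, and to 0.66 (adjusted p = 0.889) without Scx_Wt sample 1. It was past the threshold under no alternative. The cause of the first was not tested, and the second rests on 21 to 42 counts per sample.

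The number of genes called depends on the setting. For T3 against T0 (4439 genes) and T9 against T0 (6050), every alternative run stayed within 1.5 times, and leaving out single plates gave 3001 to 4405 and 4774 to 6491 genes. For T6 against T3 (567 genes) the count was 1010 without a filter on low counts, 1483 with the library split as a covariate, 899 with DESeq2, 264 with only the 6 plates compared, and 291 to 890 without single plates. For T9 against T6 (217 genes) the same alternatives gave 684, 813, 568, 45, and 35 to 852. The cause of the lower counts with only 6 plates was not tested. The plates that move these counts by more than 1.5 times are 1 and 3 of T3 and 1, 2, and 3 of T6 for the first, and all 6 plates of T6 and T9 for the second. Without plate 2 of T6 (890 and 675) or plate 3 of T9 (852) the counts rose, and the values without the others are 303, 326, 291, and 300 for the first and 48, 44, 35, and 71 for the second. With the split as a covariate, all 567 and 217 genes were still called.

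The replicate number was also tried as a block. It gave 4005, 404, 113, and 5653 genes for T3 against T0, T6 against T3, T9 against T6, and T9 against T0. After the time point was removed, plates with the same number did not resemble each other (median correlation 0.0111 over 18 pairs, 5 of them above 0.1), so that the numbers do not pair the plates. In the bulk samples, the block gave 1108 genes in place of 560, with a correlation of 0.0884 between samples of the same number.

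For *Scx*+ against other T0 cells (58 genes), edgeR called 102 without the filter, 19 without the plate as a block, 27 with at least 2 UMIs (9 shared), 22 on thinned cells (4 shared), and 19 to 77 without single plates, with the lowest value without plate 1 of T0. DESeq2 called 17. The cause was not tested. For Scx_KO against Scx_Wt, 1415 genes were called without the filter and 380 to 666 without single samples. There, the lone sample left in a group is assumed to vary like the other group.

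The excess of *Scx*+ cells at T3 over the other plates (40.1 points, p = 0.0545, exact permutation test) passed the threshold when cells were thinned to 3000 UMIs (42.4 points, p = 0.00909), thinned to 5000 UMIs (44.0, p = 0.00909), or had at least 1000 genes (41.4, p = 0.0364), in SCTransform-corrected counts (41.6, p = 0.0182), and without plate 1 of T3, plate 1 of T6, or plate 3 of T6. It was farther from the threshold without plate 2 of T3 (38.6 points) or plate 3 of T3 (38.8 points; exact permutation p = 0.182 for each), with the replicate number as a block (p = 0.0938), without plate 2 of T6 (p = 0.0606), and, at p = 0.0727, with a minimum of 2 UMIs and without any single plate of T0 or T9. Leaving out single plates gave 35.5 to 45.2 points. Within the library split, the T0 comparisons kept their direction at an exact permutation p = 0.0571, the smallest that 3 plates against 4 allow: -65.4 points for *Scx*+ cells, -8.56 for *Scx*+/*Tnmd*+, 34.1 for *Aldh1a2*+ alone, -27.2 for *Scx*+/*Sox9*+, and 39.3 for *Sox9*+ alone. This comes from the number of plates.

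Leaving out single plates gave -65.6 to -59.3 points for *Scx*+ cells at T0, -8.69 to -6.99 for *Scx*+/*Tnmd*+, 3.49 to 5.20 for *Tnmd*+ alone, 20.2 to 26.8 for *Scx*+/*Aldh1a2*+, 31.9 to 36.3 for *Aldh1a2*+ alone, -22.0 to -17.8 for *Scx*+/*Sox9*+, and 39.9 to 41.6 for *Sox9*+ alone, with an exact permutation p of 0.0121 or 0.0364 on the fewer plates left. In the same order, a minimum of 2 UMIs gave -51.0, -4.67, 2.47, 15.03, 19.9, -11.3, and 24.5 points, and thinning to 3000 UMIs gave -49.96, -4.05, 3.74, 16.9, 18.9, -11.8, and 22.5. In these 2 alternatives no direction changed, and the exact permutation p was 0.00909 throughout, except 0.0182 for *Tnmd*+ alone after thinning.

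The difference of *Scx* between the counterparts of clusters 2 and 0 (7.38 CPM) is not stable. The 7.38 comes from plate 2 of T6 alone, and the plates that hold 10 cells of both clusters change with the setting. In that plate the difference was 334.5 at a resolution of 1.0, 332 with another seed, and 314.2 without the named genes. It was 406.2 there without cell cycle regression, 470.0 with log-normalization, and -111 without the fourth component. At a resolution of 0.6 only plate 1 of T6 held both, with 147.0. Means over plates were 169 (2 plates) at 1.0, 331 (3 plates) without cell cycle regression, and -19.8 (4 plates) without the fourth component. Other cells enter the clusters under these settings, and the cause was not tested further. Without plate 2 of T6, and without the fifth component, no plate held 10 cells of both, and no value could be had.

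*Scx* was found in 0 T0 cells of the counterpart of cluster 8 in UMIs under every alternative run, and in 72.6% in SCTransform-corrected counts. In the other T0 cells, the share of 5.27% was 2.00% on thinned cells, where fewer UMIs per cell lower it, and 3.86% in corrected counts. Without single plates it was 5.20% to 5.38%.

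For the sets tested in Scx_KO against Scx_Wt, the median log2 fold change of the induced genes (-0.07, not called by limma's camera at 0.05) was -0.21 with 100 genes, where the set was called, and 0.0105 without Scx_Wt sample 1, where it was not. Single samples left out gave -0.142 to 0.0105. For the repressed genes (median -0.005, where camera gives the direction up), the direction was down with 100 genes (-0.12) and without Scx_KO sample 1 (-0.0583), and single samples left out gave -0.0583 to 0.0258. None of the other alternatives passed the threshold for either set.

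Depth limits what these counts show. With each cell thinned to 3000 UMIs, the share of *Scx*+ cells at T6 was 59.0% in place of 79.1%, so that shares of positive cells are comparable only at equal depth.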

Differences from the paper's values

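The paper's numbers of cells by class were read by eye from its figures, and the comparison with SCTransform-corrected counts was chosen after seeing the values.

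A value is said to differ when it is off by more than the SD over plates, scaled to the sum of the plates, and by more than 1.5 times. Of 36 values read from the figures, 4 differ. *Scx*+ cells without *Tnmd* at T0 number 56, and the paper's value is about 100 in Figure 7D. *Scx*+ cells without *Aldh1a2* at T0 number 27, and the paper's value is about 75 in Figure 8D. *Scx*+ cells without *Sox9* at T0 number 20, and the paper's value is about 65 in Supplementary Figure S5. All alternatives set before the data were examined also differ here, with 16, 11, and 11 cells at a minimum of 2 UMIs, 19, 15, and 15 after thinning to 3000 UMIs, 27, 14, and 15 after thinning to 5000 UMIs, and 56, 27, and 20 among cells with at least 1000 genes. In the counterpart of cluster 8, 26 cells are *Scx*+ without *Tnmd*, and the paper's value is about 75 in Figure 7D. The alternatives set before the data were examined also differ, with 28 cells without the named genes, 26 at a resolution of 0.6, and 27 at a resolution of 1.0. In SCTransform-corrected counts, chosen after seeing the values, 0 of the 36 values differ by this rule, although 100 cells of the counterpart of cluster 8 are *Scx*+ without *Tnmd* there. The paper does not name this setting for these counts.

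The paper's text gives 1144 cells at T6, where its Supplementary Table S2 and the counts here give 1149. The table adds up to the total of 4592 cells in the text. The column for the median number of UMIs per cell in that table is close to the UMIs of the plate divided by its cells, which is the mean (9114 and 9123.7 in plate 2 of T9, 5737 and 5737.4 in plate 1 of T3).

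The paper states that most cells of cluster 8 were *Scx*+, unlike other T0 clusters. In UMIs, 0 of the 84 T0 cells of its counterpart and 26 of all its 142 cells were. The counterpart was picked for a *Scx* level that came from its later cells, so that it may not hold the same cells as cluster 8. The paper states that genes of the extracellular matrix were enriched in cluster 8 over the other T0 clusters. In UMIs, the 44 collagen genes together stood at 974.8 CPM in its T0 cells and 1669 in the other T0 cells. CPM counts mitochondrial UMIs too, which were 38.5% in its T0 cells and 13.4% in the others. Part of the collagen difference, and possibly most of it, comes from that share, so that lower collagen expression does not follow. A summed level is also another measure than an enrichment among leading genes. The paper's gene ontology analysis was not repeated. The paper proposes that cluster 10 is endothelial. Of 10 endothelial markers, 3 were found in its counterpart, against 14 of 14 markers of parietal endoderm, of which 13 were highest there. Other kinds of endoderm had no list here. The paper calls *Aldh1a2* specific to cluster 1. Its counterpart had the highest level (394 CPM), and the T0 clusters R6 and R2 had 217 and 174.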

Other observations

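The tests of time point for *Scx* in the counterpart of cluster 0, of damaged cells, of lower depth at T9, and of other groupings of the plates were chosen only after the result was seen. The other tests were set earlier.

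The counterpart of cluster 8 lies between the T0 cells and the later cells on the principal components. Its T0 cells hold 0.171 times the UMIs of the other cells of their plates, and 38.5% of their UMIs are mitochondrial, so low depth and damage are candidate explanations. RNA of later time points in these wells is argued against, because 22 genes that appear only after TGF-β2 stood at 38.5 CPM in these cells (95% interval 16.6 to 75.9), 34.9 in the other large T0 clusters, and 9696 at T3 to T9. Low depth alone is argued against as the whole cause. When 84 deep T0 cells were thinned to a median of 1893 UMIs and clustered again, 14.3% had a later cell among their neighbors, against 81.0% of the T0 cells of the counterpart, and 4 of the 84 joined it. The paper proposes a transition toward the tenogenic lineage. For the 22 genes that appear only after TGF-β2, the same values argue against it, since they rose by no more than counting error over the other large T0 clusters. These T0 cells also held 0 *Scx* UMIs. A transition in other genes stays open and was not tested further.

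These T0 cells are positive for *Scx* in SCTransform-corrected counts and not in UMIs. The correction scales shallow cells to the depth of the others, and it may give a count to a gene without a UMI. Of the 84 thinned T0 cells, 69.0% were positive for *Scx* after correction without holding a *Scx* UMI, which fits this explanation, against 72.6% in the counterpart of cluster 8. Before thinning, 0 of these 84 cells were. No biological explanation was tested for the corrected counts, since the UMIs are of the same cells.

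The counterpart of cluster 10 was highest for 13 of 14 markers of parietal endoderm, with 6978 UMIs for the list, against 67 for the 10 endothelial markers. Its cells may be endoderm-like cells, of the parietal or another kind, rather than endothelial cells. Other kinds of endoderm had no list here, so that the kind is not decided. None of the 14 is in the endothelial list. Its 33 cells came from 8 plates of T0, T6, and T9.

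Plates of a time point differ. On the fourth principal component, 44.8% of the variance of T3 to T9 cells lay between plates of the same time point, and 88.9% of these plate differences followed the library split. On the fifth it was 0.501% of the variance. Between the sides of the split, 4069 of 12546 genes differed within time points by edgeR (2061 lower and 2008 higher on the side with fewer reads without a feature). The change was related to the span of the gene across genes, which are not independent replicates (Spearman rho = -0.33, permutation p = 0.0001, the smallest these permutations can give), and to -0.32 among protein-coding genes. The median log2 fold change was 0.19 in the quartile of the shortest genes and -0.27 in that of the longest. RNA with introns, or priming inside long genes, is a candidate explanation, since both give more counts to long genes. Each of T3, T6, and T9 has plates on both sides of the split, while all 3 plates of T0 lie on 1 side. Mitochondrial genes gave 21.6% to 27.95% of the UMIs in plates with fewer reads without a feature, and 9.28% to 15.05% in the others. The median number of genes per cell was 1212.5 to 2431 and 2508 to 3855 in the same order. A difference in the quality of the cells therefore cannot be told apart from the split. No biological explanation was tested.

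Fewer cells were *Scx*+ at T9 than at T3. Lower depth at T9 is argued against, because the median was 7900 UMIs per cell at T9 and 5703 at T3, and that of every T9 plate was above that of every T3 plate. The longer time with TGF-β2 at T9, which the design names, stays open and was not tested further.

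*Scx* is low in the counterpart of cluster 0. Whether the time point of its cells is the whole explanation cannot be told apart from these data, because the cells that make up the counterpart depend on the settings of the clustering. In plate 2 of T6, *Scx* stood at 618.5 CPM there and 575.1 in the other cells, but at 311.8 and 734.2 without the named genes in the clustering and at 298.3 and 701.7 with another seed. At T9 it was lower than in the other cells of the plate in 3 of 3 plates. At a resolution of 0.6, however, the counterpart had 166.5 CPM in plate 3 of T9 and the other cells 104.9, and without the fifth component 169.9 and 80.27.

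At T0, 56 *Scx*+ cells were compared with the other T0 cells of their plates. edgeR called 58 of 10688 genes, 5 higher and 53 lower in *Scx*+ cells, with 701 at an unadjusted p under 0.05. *Igfbp5* was higher by 1.31 on the log2 scale (standard error 0.13, adjusted p = 1.60e-08, edgeR), *Ets2* by 1.07 (standard error 0.18, adjusted p = 0.000764), *Cdkn2b* by 2.59 (standard error 0.46, adjusted p = 0.00109), *Ccn4* by 2.78 (standard error 0.56, adjusted p = 0.00549), and *Lhfp* by 1.24 (standard error 0.29, adjusted p = 0.0256), each in 3 of 3 plates. *Scx*+ cells are deeper in all 3 plates (medians of 15616 against 11332, 12802 against 10211, and 11651 against 8926 UMIs). Once cells were thinned to 3000 UMIs, the count was 22 and *Igfbp5* (0.74, adjusted p = 0.585) and *Lhfp* (1.40, adjusted p = 0.705) were not past the threshold in edgeR. Without plate 1 of T0 the count was 19, and *Ccn4* (adjusted p = 0.145), *Cdkn2b* (0.766), and *Lhfp* (0.653) were not past it. *Ccn4* was not without plate 2 (0.771) either, nor *Lhfp* without plate 3 (0.239). Of 10 matrix genes tested, 4 were higher and edgeR called 0 (median -0.11). Chance cannot be excluded for the count with 3 pairs, since 1 of 4 exchanges, the real one, gave as many genes.

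For the comparisons between time points, the rank among other groupings of 6 plates cannot exclude chance, because 10 groupings are too few. As many genes as in the real grouping were found in 1 of 10 for T3 against T0 and for T9 against T0. For T6 against T3 and for T9 against T6 it was 2 of 10. For T3 against T0 and T9 against T0, the real groupings of 6 plates gave 5151 and 6291 genes, and the largest other grouping gave 0. The other groupings mix the time points, which widens the spread within a group. Their 0 is therefore no measure of what chance gives. In 51.2% and 58.6% of the tested genes the plates did not overlap, where chance alone gives 10%. For T6 against T3 and T9 against T6, chance stays open. The grouping that exceeded the real one followed the library split. With plates 1 and 3 of T3 and plate 2 of T6 against the rest, edgeR called 1144 genes, where the real grouping of these 6 plates gave 264. With plates 1 and 3 of T6 and plate 3 of T9 against the rest, it called 3077, where the real grouping gave 45. With the split as a covariate in all 12 plates, 1483 and 813 genes were called.

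The 200 genes with the largest rise from T0 to T9 and the 200 with the largest fall were followed in Scx_KO against Scx_Wt tendon. The induced genes had a median log2 fold change of -0.07 (113 of 200 lower) and the repressed genes of -0.005 (101 of 200 lower), and neither set passed a threshold of 0.05 under limma's camera or fry. For the repressed genes, camera gives the direction up while the median and the mean (-0.006) are negative. With 100 genes, the induced set passed that threshold under camera, and fry was not run on it. With 2 samples per group these tests are not exact, so no p is given for them. Of the induced genes, 27 were called lower and 20 higher by edgeR, and of the repressed genes 6 and 4.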
